# Time-series clustering of gene expression in irradiated and bystander fibroblasts: an application of FBPA clustering

**DOI:** 10.1186/1471-2164-12-2

**Published:** 2011-01-04

**Authors:** Shanaz A Ghandhi, Anshu Sinha, Marianthi Markatou, Sally A Amundson

## Abstract

**Background:**

The radiation bystander effect is an important component of the overall biological response of tissues and organisms to ionizing radiation, but the signaling mechanisms between irradiated and non-irradiated bystander cells are not fully understood. In this study, we measured a time-series of gene expression after α-particle irradiation and applied the Feature Based Partitioning around medoids Algorithm (FBPA), a new clustering method suitable for sparse time series, to identify signaling modules that act in concert in the response to direct irradiation and bystander signaling. We compared our results with those of an alternate clustering method, Short Time series Expression Miner (STEM).

**Results:**

While computational evaluations of both clustering results were similar, FBPA provided more biological insight. After irradiation, gene clusters were enriched for signal transduction, cell cycle/cell death and inflammation/immunity processes; but only FBPA separated clusters by function. In bystanders, gene clusters were enriched for cell communication/motility, signal transduction and inflammation processes; but biological functions did not separate as clearly with either clustering method as they did in irradiated samples. Network analysis confirmed p53 and NF-κB transcription factor-regulated gene clusters in irradiated and bystander cells and suggested novel regulators, such as KDM5B/JARID1B (lysine (K)-specific demethylase 5B) and HDACs (histone deacetylases), which could epigenetically coordinate gene expression after irradiation.

**Conclusions:**

In this study, we have shown that a new time series clustering method, FBPA, can provide new leads to the mechanisms regulating the dynamic cellular response to radiation. The findings implicate epigenetic control of gene expression in addition to transcription factor networks.

## Background

Radon is the largest component of natural background radiation in the United States, and exposure is a risk factor for lung cancer. Comparison of epidemiological studies of uranium miners exposed to high levels of radon with studies of domestic exposures suggest that lower doses may be proportionately more dangerous than extrapolation from high doses would predict. This has resulted in the addition of a correction factor to domestic radon risk estimates, although the biological basis for this correction is not well understood [1]. As few cells sustain the direct traversal of a radon alpha particle at domestic exposure levels, non-targeted effects such as bystander response may increase the number of cells at risk [2] through mechanisms such as tumor promotion [3] or induction of genomic instability [4].

The radiation bystander effect is the response of cells in contact with or in the vicinity of irradiated cells. Many endpoints have been measured in bystander cells, including sister chromatid exchanges, micronuclei, apoptosis, terminal differentiation, mutation and gene expression changes [5-9]. Some of these outcomes might be considered protective, while others could increase tissue risk and a better understanding of the regulation of bystander responses is needed. The mechanisms of the bystander response are known to involve both direct cell-to-cell communication and indirect release of factors into extra-cellular space. A variety of signaling molecules, including cytokines, reactive oxygen species, nitric oxide, prostaglandins and MAPK (mitogen-activated protein kinases) have been shown to be implicated in the bystander response, but the signal transduction pathways that regulate bystander responses are still not clear [10].

Overall, radiation effects at the tissue and organism levels are complicated to understand because they occur at different levels of biological organization, from chromosomal damage to metabolic pathways [11]. After irradiation, signaling pathways rapidly modulate gene expression, which leads to additional signaling in the cell population both as a response to the initial damage and to maintain tissue homeostasis while the damage is being repaired [12]. Also, bystander effects can result in long-term genomic instability, which suggests that bystanders may continue to respond to signals for many generations after the initial irradiation event [13,14]. The radiation bystander effect, therefore, involves a complex cellular response across physical space and time. In the clinical context, the bystander effect has been linked with abscopal effects [15] and could potentially be exploited to enhance tumor-killing effects and to protect normal tissue from radiation exposure [12,16]. After irradiation, when the processes of tissue homeostasis are severely impaired, carcinogenesis has been demonstrated in unexposed bystander tissue [17] underlining the importance of understanding the mechanisms involved. Bystander responses are, therefore, especially relevant to cancer risk assessment in low-dose/low dose-rate radiation exposure situations such as domestic radon exposure or extended space travel, and also in partial body exposures such as from medical radiation.

It is important to understand not only the physiological and DNA damage effects of radiation on cells but also the global inflammatory and stress responses of cells and tissues. For instance, irradiated fibroblasts are known to promote tumor formation in neighboring epithelial cells by altering the tumor microenvironment [18]. With this in mind, we studied gene expression over time in normal human lung fibroblasts, at the mRNA level, to provide insight into the mechanisms and timing of signaling in irradiated and bystander cells. We have previously studied the gene expression response of bystander fibroblasts to 0.5 Gy α-particle irradiation, 4 hours after exposure [9]. To better understand both early and sustained signaling associated with responding genes, we have now extended the study, measuring global gene expression at 0.5 hour, 1 hour, 2 hours, 4 hours, 6 hours, and 24 hours after irradiation. We studied the direct radiation and bystander gene expression responses separately to compare trends because, although much is known about the effects of radiation on gene expression in cells [19], the full effect of radiation encompasses cells that are hit and those that are not. Also, over time the response in tissues comes from the convergence of signaling and responding genes from both types of cells. In the previous study of the 4 hour response, we identified 238 genes that were significantly changed 4 hours after exposure in irradiated and/or bystander cells [9]. In the current study, we focused our analysis on the response of these genes over time, and applied a novel time course clustering technique to identify genes with potential regulatory similarities.

The choice of methodology is a crucial issue in the use of clustering methods to examine structure in a given data set. It is important to choose and/or devise a methodology appropriate for the given data. Time series data are often analyzed using standard clustering algorithms such as hierarchical clustering, k-means and self-organizing maps [20-22]. Although these algorithms have yielded biological insights, the fundamental problem is that these methods typically treat measurements taken at different time points as independent, ignoring the sequential nature of time series data [23]. Furthermore, most methods that have been developed specifically for time course data [24-26] are designed for longer time series. In contrast, most microarray-based studies encompass relatively few time points. In this study, six time points and four biological replicates were measured, yielding sparsity in both the number of time points and the number of replicates. This characteristic rules out any modeling based on classical time-series methods, because there are an insufficient number of observations to allow accurate estimation of the parameters associated with the models. While short time series datasets such as presented here are becoming more common, there are still few choices for clustering that are tailored towards this type of data.

Here, we examine the data using two non-parametric clustering algorithms. The first is the Short Time series Expression Miner (STEM) algorithm and software developed by Ernst et al., where all genes are clustered into one of a set of pre-defined patterns based on transformation of gene profiles into "units of change" [23]. Then, clusters are assigned significance levels using a permutation test based method. Second, we apply a clustering method proposed in [27] that uses the Partitioning Around Medoids (PAM) [28] algorithm, which we have called the Feature Based PAM Algorithm (FBPA). It employs an innovative set of features of gene expression over time, such that, the unit of analysis changes from gene expression at given time points to profile curves over the entire time horizon. Unlike alternative approaches, it does not pre-specify patterns of expression and does not cluster point values using a distance measure or a model. The algorithm clusters biologically relevant features or curve summarization measures, extracted from each short time series, and then feeds these features into the PAM algorithm. PAM is very similar to the k-means algorithm, chosen here because it uses median data points to determine cluster centroids instead of the mean, making it more robust to outliers. This approach is designed to be both statistically powerful and biologically valid.

The idea of feature selection was first used in the context of clustering large time series data for dimension reduction, where the term dimension refers to the number of time points that describe the series. In these cases, a few well chosen statistics describing the dynamics of the series such as serial correlation, skewness, and kurtosis were used to summarize the data [29]. We also used feature selection, but in the sparse-data context, as a dimension augmentation technique to effectively and appropriately describe the curve and provide the most complete description of the time series possible. The clustering features we proposed here were based on the structural characteristics of the time course data and reflect a clear link with subject-matter considerations and the questions under study. The features we used were: the vector of slopes between adjacent time points, maximum and minimum expression, time of maximum and minimum expression, and the steepest positive and negative slope. In a sense, they capture the "global picture" of an admittedly short time horizon of expression and provide sufficient summarization of the dynamic structure of the curves. An obvious advantage of this method is that it can handle time series of various lengths with measurements taken at different time points as well as data with missing values. Although the fundamental idea on which this method is based, effective summarization of time course data, is transferable to a variety of application domains, the best features describing the time series are context-dependent and may differ depending on the application domain.

FBPA sufficiently describes the time course by performing dimension augmentation using biologically relevant features, thus avoiding interpolation/extrapolation; as such, the unit of the analysis is the time course itself, and not the expression measurements obtained at each time point. Because FBPA clusters all genes, it preserves information and renders unnecessary the notion of cluster significance. The use of biologically relevant features, together with the sufficient description of the time course, tends to produce clusters with focused biology.

This study addressed the question: can we extract information about regulation of genes in irradiated and bystander cells from closely coordinated temporal gene expression profiles? To do this we evaluated STEM and FBPA in both treatment conditions and showed our assessment of the results of both methodologies using computational measures as well as biological enrichment. To measure cluster tightness, we used homogeneity, and to measure cluster separation and structure we used the average silhouette, both are described in detail in the Methods section. To compare agreements of the various clustering methods, we used the Rand Index. We also curated a manual clustering using a subset of the data to compare clustering methods. We then assessed the biological implications of temporal clustering in both treatments and by both clustering methods, using gene ontology and pathway tools. Gene ontology analyses using the PANTHER tool showed that FBPA tended to cluster genes with related functions together and separated different biological processes into distinct clusters. This suggested that the features selected to describe the gene expression curves for FBPA analysis were more relevant to the underlying biological signaling than the parameters used in STEM. Network analysis using the Ingenuity Pathway Analysis (IPA) tool was also applied to the clusters enriched in related biological processes to identify potential hubs regulating specific aspects of the radiation and bystander responses. The overall picture of biological networks in irradiated versus bystander cells analyzed by FBPA clustering showed that temporal curves of gene expression after irradiation can be clearly differentiated into focused biological clusters. In comparison, bystander gene expression suggested that there is a general stress and inflammatory response in bystanders that can overshadow specific signaling networks. Some important and novel regulatory processes were suggested by the FBPA clustering approach, however, and we predicted the possible epigenetic regulation of the metallothionein gene family after irradiation and in neighboring bystanders as a novel finding in our study.

## Results and Discussion

### Microarray gene expression profiles and validation by qRT-PCR

We used Agilent whole human genome microarrays to measure relative gene expression in IMR-90 human fibroblast cells exposed to 0.5 Gy α-particles and in their bystanders at 0.5, 1, 2, 4, 6 and 24 hours post exposure. The data set was comprised of three treatment conditions (mock-irradiated controls, irradiated and bystander cells) at six time points, with four biological replicates of each condition. 

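Total RNA from IMR-90 cells, a line of normal human lung fibroblasts, was labelled with 1 dye and hybridised to whole-genome oligonucleotide arrays, with 4 arrays on each slide. The 72 deposited scanner outputs analysed here cover 3 groups at 6 time points (0.5, 1, 2, 4, 6 and 24 hours) in 4 independent experiments. Irradiated cells grew on the thin base of the dish that 0.5 Gy of α-particles could cross, bystander cells grew on a shielded base in the same dish, and controls were sham-irradiated. The 18 slides held 3 slides per time point, so the time points were scanned on separate slides and every comparison here was made within a time point. Each output lists 43376 spots for 41000 probes, with the authors' background-subtracted intensity of each spot and its quality flags. Between 65.7% and 75.5% of spots were well above background on control arrays, 65.8% to 76.9% on irradiated arrays and 66.3% to 75.5% on bystander arrays. The 75th percentile of the log2 intensity ran from 9.50 to 10.79 on control arrays, from 9.19 to 11.10 on irradiated arrays and from 9.53 to 11.20 on bystander arrays. The log2 of the deposited intensity was used without scaling between arrays, and the spots of a probe were averaged. Probes that were dim or non-uniform on more than 10% of the 72 arrays were left out, and 25246 remained. For each time point limma was fitted to its 12 arrays with the experiment as a replicate block, because irradiated, bystander and control dishes of an experiment came from the same pool of cells. A probe was called at a Benjamini-Hochberg adjusted p below 0.10 from limma's moderated test. Ratios to control are given as the mean log2 ratio within experiments ± SD over the 4 pairs of arrays, and the number of arrays limits their precision. The moderated test borrows the spread of other probes, for the most part at 4 hours and wholly at 24 hours. Its p-values therefore do not measure the SD printed beside them.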

The data (GEO accession number GSE21059) were background corrected but not normalized in order to preserve dependence across time points. 

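Of the probes that the paper took for clustering, 237 could be read from its supplementary copy and all passed the filter. After irradiation 77 of these studied probes passed the threshold at 0.5 hours, 0 at 1 hour, 71 at 2 hours, 119 at 4 hours, 136 at 6 hours and 10 at 24 hours. Higher expression made up 73 of the 77, 39 of the 71, 104 of the 119, 101 of the 136 and 4 of the 10. In bystander cells 71, 0, 0, 182, 31 and 3 studied probes passed at the same times, and 64, 174, 30 and 2 of those at 0.5, 4, 6 and 24 hours were higher. Where no studied probe passed, the unadjusted limma p was below 0.05 over the whole array for 6713 probes at 1 hour after irradiation, for 4232 at 1 hour in bystander cells and for 4926 at 2 hours in bystander cells. The median log2 ratio of the studied probes at 4 hours was 1.13 after irradiation and 1.45 in bystander cells, against 0.13 and 0.10 at 2 hours, and with 75th percentile scaling it was 1.17 and 0.98 at 4 hours, against 0.51 and 0.38 at 2 hours. With the p-values adjusted over the studied probes alone, 235 passed at 4 hours after irradiation and 210 in bystander cells, and at 1 hour 163 and 138 passed. Without the replicate block 18 studied probes passed at 0.5 hours and 2 at 4 hours after irradiation, 2 at 0.5 hours and 8 at 4 hours in bystander cells, and 0 at the other times. With arrays scaled to the same 75th percentile, 162, 82, 173, 154 and 18 studied probes passed after irradiation at 0.5, 2, 4, 6 and 24 hours, and 144, 18, 117 and 41 in bystander cells at 0.5, 2, 4 and 6 hours. At 0.5 hours no studied probe passed in either comparison when experiment 2 was left out. The studied probes had been chosen by the authors on the same samples at 4 hours, so their calls at that time carry no independent evidence.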

We have previously reported on the analysis of data at the 4-hour time point [9], and took the 238 genes responding significantly in that study as the focus for the present analysis. Forty of these genes were selected on the basis of the lowest FDR for differential expression in the microarray analysis, and were analyzed by quantitative real-time reverse-transcription PCR (qRT-PCR) to validate microarray measurements. The heat-maps in Figure 1 depict the qRT-PCR data as hierarchically-clustered logarithmically-transformed median gene expression ratios after irradiation and bystander treatment. 

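The authors' qRT-PCR folds and the array medians could be paired for 31 genes at 6 time points in each treatment, which gives 186 pairs of values per treatment. Over the 186 pairs the Pearson correlation of log2 ratios was 0.743 after irradiation and 0.780 in bystander cells, and Spearman's rho was 0.695 and 0.758. Within a time point the Pearson correlation after irradiation was 0.803 at 0.5 hours, 0.147 at 1 hour, 0.509 at 2 hours, 0.541 at 4 hours, 0.777 at 6 hours and 0.611 at 24 hours. In bystander cells it was 0.799, 0.480, 0.488, 0.797, 0.815 and 0.650. No p-value is given, because the genes were chosen by the authors for their response in these samples. Leaving out an experiment moved the correlation most, to 0.543 without experiment 1 after irradiation and to 0.628 without experiment 2 in bystander cells. The median over all probes of a gene in place of 1 probe gave 0.851 after irradiation and 0.840 in bystander cells.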

Figure 1 also shows close concordance between ratios obtained by the microarray and qRT-PCR platforms. 

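The qRT-PCR log2 ratio was the higher of the 2 measurements in 166 of 186 pairs after irradiation and in 155 of 186 in bystander cells. The median excess of qRT-PCR after irradiation was 0.48 at 0.5 hours, 0.35 at 1 hour, 0.73 at 2 hours, 0.37 at 4 hours, 0.69 at 6 hours and 0.96 at 24 hours. In bystander cells the median excess was 0.53, 0.66, 0.70, -0.20, 0.79 and 0.54 at these times, and at 4 hours qRT-PCR was higher for 11 of 31 genes. With arrays scaled to the same 75th percentile, qRT-PCR was higher for 26 of 31 genes in bystander cells at 4 hours, with a median excess of 0.29. Array ratios fell below 0 in 21 pairs after irradiation and in 29 pairs in bystander cells, while the lowest qRT-PCR fold in the authors' table was 1.1 and 1.2.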

Overall, we found that qRT-PCR methods can give higher expression ratios as compared with microarray measurements, as reported previously [30]. We also confirmed previously observed gene expression patterns [9] in irradiated and bystander treated samples. One such pattern was the biphasic response of a large group of inflammatory/cytokine genes, including interleukin genes (*IL1β, IL6, IL8 *and *IL33*) and chemokine ligand genes (*CXCL3, CXCL5 *and *CXCL2*). 

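All values here are log2 ratios to control, with adjusted p-values from limma. IL1B (probe A_23_P79518) rose by 1.51 ± 0.33 at 0.5 hours after irradiation (limma adjusted p = 0.00808), stood at 0.03 ± 0.40 at 2 hours and rose by 1.56 ± 1.38 at 4 hours (adjusted p = 0.0461). In bystander cells IL1B rose by 1.52 ± 0.55 at 0.5 hours (limma adjusted p = 0.00692) and by 2.32 ± 1.31 at 4 hours (adjusted p = 0.000225). IL6 (A_23_P71037) rose by 2.49 ± 0.69 at 0.5 hours (limma adjusted p = 0.00289) and by 2.76 ± 2.18 at 4 hours (adjusted p = 0.0018) after irradiation, with 0.87 ± 0.52 between these at 2 hours. Its bystander ratios were 2.02 ± 1.69 at 0.5 hours (limma adjusted p = 0.0163), 0.63 ± 1.13 at 2 hours and 3.49 ± 2.35 at 4 hours (adjusted p = 2.65e-05). IL8 (A_32_P87013) reached 3.50 ± 1.25 at 0.5 hours (limma adjusted p = 0.000177), 0.78 ± 0.68 at 2 hours, 3.01 ± 1.95 at 4 hours (adjusted p = 0.00019) and 3.84 ± 2.08 at 6 hours (adjusted p = 0.00799) after irradiation. In bystander cells IL8 reached 3.44 ± 1.81 at 0.5 hours (limma adjusted p = 0.000218), 1.01 ± 1.17 at 2 hours and 3.79 ± 2.03 at 4 hours (adjusted p = 1.68e-06). IL33 (A_23_P31945) rose by 1.97 ± 1.00 at 0.5 hours (limma adjusted p = 0.0287) and by 2.50 ± 0.35 at 4 hours (adjusted p = 1.26e-05) after irradiation, and by 1.66 ± 1.58 (adjusted p = 0.0714) and 2.81 ± 0.09 (adjusted p = 4.78e-07) in bystander cells. CXCL2 (A_23_P315364) rose by 2.40 ± 0.47 at 0.5 hours (limma adjusted p = 0.000177) and by 2.18 ± 1.32 at 4 hours (adjusted p = 0.00504) after irradiation, and by 2.36 ± 0.75 (adjusted p = 0.000218) and 2.77 ± 1.40 (adjusted p = 0.000619) in bystander cells. CXCL3 (A_24_P183150) rose by 2.28 ± 0.72 (limma adjusted p = 0.000551) and 2.24 ± 1.5 (adjusted p = 0.0021) after irradiation at 0.5 and 4 hours, and by 2.16 ± 0.91 (adjusted p = 0.00122) and 3.06 ± 1.63 (adjusted p = 1.3e-05) in bystander cells. CXCL5 is given for its studied probe A_23_P110204, which rose by 2.69 ± 0.88 at 0.5 hours (limma adjusted p = 0.00109) and by 2.11 ± 1.09 at 4 hours (adjusted p = 0.0013) after irradiation. A brighter CXCL5 probe outside the studied list, A_24_P277367, rose by 1.49 ± 0.60 at 0.5 hours (limma adjusted p = 0.0204) and did not pass at 4 hours, at 0.83 ± 1.01 (adjusted p = 0.542).
Experiments 2 and 3 each carried part of these calls. Without experiment 2 none of the 7 genes passed at 0.5 hours, and without experiment 3 IL1B, IL6, IL8, CXCL2 and CXCL3 no longer passed at 4 hours after irradiation. Without the replicate block the increase of IL33 at 4 hours still passed in both treatments, and that of IL8 at 0.5 hours in both, while IL1B, IL6 and CXCL2 passed at neither time. With 75th percentile scaling IL6 no longer passed at 4 hours after irradiation, and the other calls given at 4 hours held.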

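CDKN1A (probe A_23_P59210) rose by 1.33 ± 0.35 at 2 hours (adjusted p = 0.0244 from limma), by 2.18 ± 1.48 at 4 hours (adjusted p = 0.00196) and by 1.13 ± 0.95 at 6 hours (adjusted p = 0.0596) after irradiation. In bystander cells its log2 ratios at these times were -0.07 ± 0.56, 0.65 ± 1.24 (limma adjusted p = 0.272) and 0.12 ± 1.24. GADD45A (A_23_P23221) rose by 1.67 ± 1.04 at 4 hours (limma adjusted p = 0.00997) and by 1.39 ± 0.29 at 6 hours (adjusted p = 0.00799) after irradiation. In bystander cells GADD45A rose by 1.40 ± 0.66 at 4 hours (limma adjusted p = 0.0165) and by 0.86 ± 0.39 at 6 hours (adjusted p = 0.18). GDF15 (A_23_P16523) rose by 2.83 ± 1.37 at 4 hours (limma adjusted p = 0.000133) and by 2.66 ± 1.21 at 6 hours (adjusted p = 0.0154) after irradiation. In bystander cells GDF15 rose by 1.78 ± 1.68 at 4 hours (limma adjusted p = 0.0105) and did not pass at 6 hours (adjusted p = 0.295). With 75th percentile scaling the bystander increases at 4 hours were 0.94 for GADD45A and 1.32 for GDF15, neither past the threshold, and the calls after irradiation held. None of the calls at 2, 4 and 6 hours for CDKN1A, GADD45A and GDF15 held without the replicate block. Those of CDKN1A and GDF15 at 4 hours after irradiation did not hold without experiment 3, and CDKN1A passed in bystander cells at 4 hours without experiment 4. In bystander cells at 4 hours the median log2 ratio of all probes was -0.15 in experiment 4. It was 0.64, 0.43 and 0.83 in experiments 1, 2 and 3, so that call cannot be told apart from a rise of the whole array.
Irradiated cells were also compared with bystander cells directly. CDKN1A was higher after irradiation by 1.40 ± 0.71 at 2 hours (limma adjusted p = 0.141), by 1.53 ± 0.81 at 4 hours (adjusted p = 0.273) and by 1.01 ± 0.64 at 6 hours, in 4 of 4 experiments each time, and at 2 hours the difference passed with 75th percentile scaling, at 1.51. GDF15 was higher after irradiation by 0.98 ± 0.10 at 2 hours (limma adjusted p = 0.18), by 1.04 ± 0.91 at 4 hours (adjusted p = 0.273) and by 1.16 ± 0.94 at 6 hours, again in 4 of 4 experiments. GADD45A differed by 0.26 ± 0.70 at 4 hours (limma adjusted p = 0.494) and by 0.53 ± 0.11 at 6 hours. Over the whole array this comparison called 0 probes at 4 hours, where the unadjusted limma p was below 0.05 for 3564, and 2 probes at 2 hours. From the comparison of each treatment with control, the paper states that this response was more pronounced in irradiated samples.

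**Figure D1:**
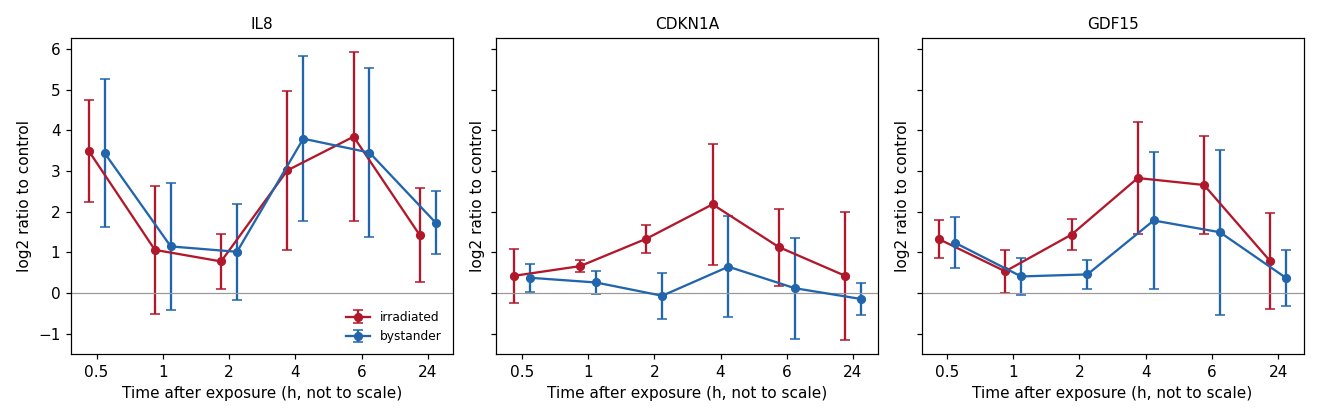
Log2 ratio to time-matched controls (y axis) at each time point (x axis) for IL8, CDKN1A and GDF15, with points at the mean of the 4 experiments, bars for the SD and separate lines for irradiated and bystander cells. IL8 stood at 3.50 and 3.44 in the 2 treatments at 0.5 hours, and CDKN1A at 2.18 and 0.65 at 4 hours.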

The other pattern, a response of cell cycle and DNA damage genes (*CDKN1A, GADD45A *and *GDF15*) reaching maximum at 4-6 hours after treatment, was more pronounced in irradiated samples (Figure 1). Among the subset of genes analyzed here it was evident that there was more than one group of coordinately regulated genes, leading to our interest in developing an approach to group temporal profiles of gene expression in order to provide insight into regulatory nodes that may coordinately control gene expression.

**Figure 1:**
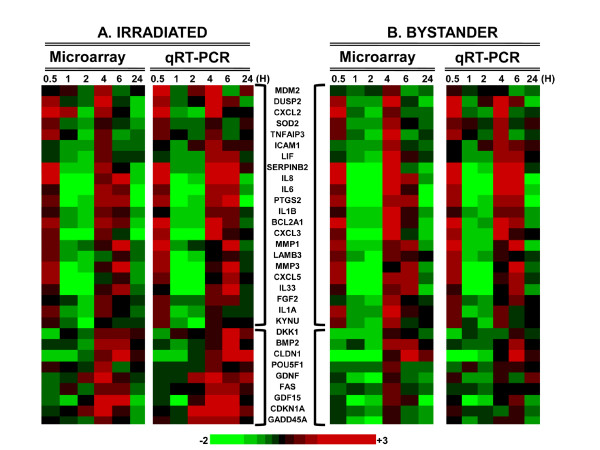
**Validation of gene expression measurements**. Heat-maps of log_2 _transformed expression ratios in (A.) irradiated and (B.) bystander cells to time matched sham-irradiated controls across the time points in hours (H) using both microarray and quantitative real time PCR methods. On the scale bar, red indicates up-regulation and green, down-regulation of mRNA compared to controls. Two major clusters of genes are evident: the biphasic response group with two distinct up-regulation peaks synchronously activated in both conditions, and 4-hour peak response genes in irradiated cells with a muted response in bystanders. Data are medians across four independent biological replicates.

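To count these patterns over the studied probes, a profile was called biphasic when its median ratio was at least 1.5-fold at 0.5 hours and again at 4 or 6 hours, with a fall and a rise of at least 1.5-fold around the lower of the 1-hour and 2-hour values. A profile raised at least 1.5-fold at 4 or 6 hours but not at 0.5 hours was called late, and a profile lowered at least 1.5-fold at 4 or 6 hours was called falling. After irradiation 107 of 237 probes (45.1%) were biphasic, 66 (27.8%) late and 40 (16.9%) falling. In bystander cells 106 (44.7%) were biphasic, 81 (34.2%) late and 38 (16.0%) falling. A profile could be counted as falling and in another class as well. The authors had chosen these probes for a change at 4 hours in the same samples, and each pattern asks for a change at 4 or 6 hours. The shares therefore describe this list and not how common such profiles are. A required change of 2-fold moved the biphasic counts most, to 54 after irradiation and 67 in bystander cells. After 75th percentile scaling the late group numbered 53 after irradiation and 33 in bystander cells, and with normexp background correction 21 in bystander cells.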

### Manually curating clusters for comparison/validation of clustering methods

To evaluate the quality of clustering between methods, we manually curated clusters. Of 80 possible microarray profiles confirmed by qRT-PCR, 67 were selected, on the basis of pattern and known pathway information, as distinct and were grouped into seven clusters: no early peak; no change; two peaks and two dips; two peaks and two dips with a shallow second dip; two peaks and one dip with a low magnitude first peak; two peaks and one dip with a high magnitude first peak; and down at 4 hours. The graphs in Additional File 1 depict the results of manually curated clustering.

### Clustering gene expression after direct irradiation

We next used the STEM platform to cluster temporal profiles of gene expression in cells exposed to irradiation. 

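STEM itself was not run here, and its profile assignment was written again in R from the method's description, with the medians of the 4 experiments as input. With c from 1 to 3 and m from 25 to 200, between 107 and 166 of the 237 probes fell in significant profiles after irradiation, in 4 to 10 profiles.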

After examining several combinations of input parameters, we found results to be relatively consistent across input parameters and selected results from c = 3 and m = 50 for further analysis of the irradiated data, where c indicates units of change and m, the number of candidate profiles. This run significantly clustered 174 out of the 238 cases (73.1% of 238 genes; Additional File 2). 

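With these parameters the re-written assignment placed 118 of 237 probes (49.8%) in significant profiles. A value of 0 placed before the earliest time point raised this to 184.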

Figure 2 shows gene expression profiles for the six clusters found to be significant out of 50 possible clusters. The Rand Index to the manually curated clustering was 0.64, indicating good similarity (Table 1). The cardinality of each cluster was relatively uniform, ranging from 18 genes in cluster 6 to 37 genes in Cluster 1 (Figure 3A). 

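The re-written assignment gave 4 significant profiles, which held 58 to 12 probes.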

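The pattern rule was applied to the members of the authors' STEM clusters after irradiation, with the array values from all 4 experiments. STEM Clusters 1 to 4 held 29, 33, 18 and 3 biphasic probes of 37, 36, 31 and 28 members, and Cluster 6 held 9 of 18. Late profiles numbered 8, 1, 7 and 21 in Clusters 1 to 4. The median log2 ratio over the members was taken in each experiment and averaged. In Cluster 3 it was 1.34 ± 0.74 at 0.5 hours, 0.63 ± 0.54 at 2 hours, 1.77 ± 0.92 at 4 hours and 1.51 ± 0.51 at 6 hours (SD over 4 experiments). In Cluster 4 it was 0.54 ± 0.83 at 0.5 hours and 1.25 ± 0.43 at 4 hours. From the shapes of the profiles, the paper proposes that biphasic genes were spread over STEM Clusters 1 to 4.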

Visual examination of the clusters suggested that biphasic responding genes were distributed across the first four clusters and that Cluster 3 also included genes that showed the more gradual increase, which peaked at 4 to 6 hours (Figure 2C). 

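The authors' STEM Cluster 5 held 24 probes, and all 24 followed the falling pattern. The median log2 ratio of its members, averaged over the 4 experiments, was -0.73 ± 0.41 at 0.5 hours, -0.40 ± 0.42 at 1 hour, -0.99 ± 0.44 at 2 hours, -1.20 ± 0.76 at 4 hours, -1.47 ± 0.74 at 6 hours and -1.30 ± 1.00 at 24 hours. With 75th percentile scaling these means were -0.69, -0.63, -0.61, -1.16, -1.11 and -0.90.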

STEM also clustered down-regulated genes into a separate cluster, Cluster 5.

**Table 1:** Between-methods clustering agreement measured by RAND index in irradiated treatment and bystander response.

IRRADIATED					
	**Manually curated**	**Microarray FBPA**	**qRT-PCR FBPA**	**Microarray STEM**	**qRT-PCR STEM**
**Manually curated**	1	0.622	0.607	0.640	0.486
**Microarray FBPA**		1	0.681	0.596	0.533
**qRT-PCR FBPA**			1	0.706	0.615
**Microarray STEM**				1	0.644
**qRT-PCR STEM**					1

**BYSTANDER**					

	**Manually curated**	**Microarray FBPA**	**qRT-PCR FBPA**	**Microarray STEM**	**qRT-PCR STEM**
**Manually curated**	1	0.745	0.661	0.742	0.483
**Microarray FBPA**		1	0.742	0.671	0.561
**qRT-PCR FBPA**			1	0.643	0.615
**Microarray STEM**				1	0.490
**qRT-PCR STEM**					1

**Figure 2:**
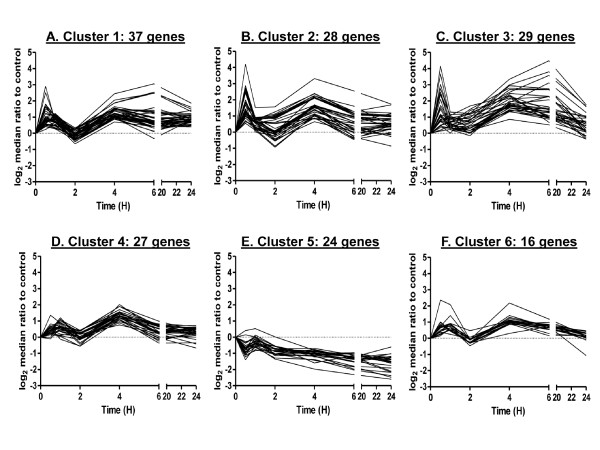
**STEM clustering on gene expression after direct exposure to 0.5 Gy α-particles**. Six significant clusters resulting from c = 2 and m = 50 are displayed as time course plots of median log_2 _gene expression ratios in irradiated vs. non-irradiated controls. The number of genes/curves in each cluster is shown. Data are medians across four independent biological replicates. Time is shown in hours (H).

**Figure 3:**
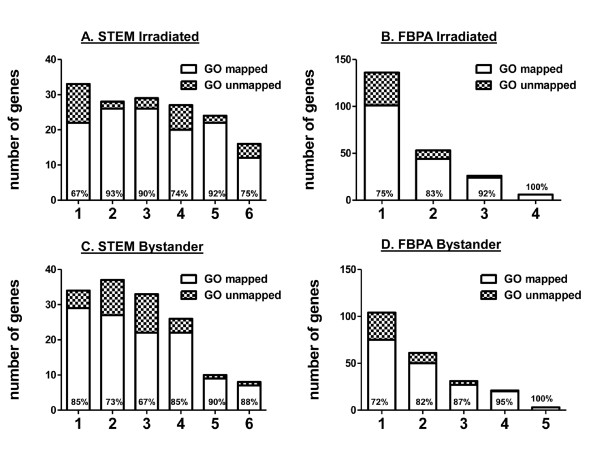
**Gene ontology mapping using the PANTHER database**. Genes from each of the STEM and FBPA clusters were mapped to annotations in the PANTHER database. Stacked bar-charts display the number of un-mapped (hatched bars) and mapped genes (white bars) in (A.) STEM clusters of gene response in irradiated cells; (B.) FBPA clusters of gene response in irradiated cells; (C.) STEM clusters of gene response in bystander cells and (D.) FBPA clusters of gene response in bystander cells. The percentage of genes annotated by PANTHER is indicated in the open bars (mapped genes). The cluster number is indicated on the x-axis. The total number of genes in each cluster represents the number of identifiers remaining after duplicate identifiers were removed. This adjustment is made because gene ontology methods do not recognize splice variants of genes and encoded variant proteins. In some cases this results in fewer genes than the input list from annotated microarray data.

Gene expression of the 238 genes differentially expressed after irradiation was also clustered using FBPA on gene expression data features. To determine the optimal number of clusters, we used the gap statistic [31]. Where k is the number of clusters, we examined k = 4, 8, and 11, which all showed near zero inequalities. 

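FBPA was written again from the method's description, with the 12 features unscaled and the time of the highest and lowest ratio taken as the index of the time point. The gap statistic was computed for k = 3 to 15 with 100 uniform reference draws, and the inequality is the gap at k minus the gap at k + 1 plus its simulation error, so that a value of 0 or more meets the criterion. After irradiation it was -0.033 at k = 4, -0.00022 at k = 8 and 0.0116 at k = 11, and k = 11 was the smallest k to meet the criterion. With the times in hours in place of the index, the inequality was -0.0248 at k = 4, -0.0298 at k = 8 and -0.0112 at k = 11.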

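At k = 4 the re-derived clustering of irradiated profiles had an average homogeneity of 2.165 and an average silhouette of 0.341. With the time features in hours, the setting that moved these values most, they were 3.067 and 0.557. Each experiment clustered alone gave a homogeneity of 2.49 ± 0.10 and a silhouette of 0.306 ± 0.046 (SD over 4 experiments).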

The average homogeneity was 3.026 and the average silhouette was 0.558 for k = 4 (Table 2). For k = 8, the average homogeneity was 2.098 and average silhouette was 0.434 (data not shown). With k = 11, average homogeneity was 1.764 and average silhouette was 0.371 (data not shown). 

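The re-derived clustering had an average homogeneity of 1.683 and an average silhouette of 0.296 at k = 8, and 1.493 and 0.320 at k = 11. Single experiments gave 1.97 ± 0.14 and 0.281 ± 0.033 at k = 8, and 1.77 ± 0.10 and 0.238 ± 0.025 at k = 11. With hours in place of the index the values were 2.101 and 0.344 at k = 8, and 1.782 and 0.351 at k = 11.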

Because good homogeneity and strong separation and structure were found with k = 4, we chose this clustering (Additional File 3). We note here that we tended towards parsimonious clustering as much as possible to avoid over-fitting the data and to group information that may be biologically relevant. The Rand Index to the manually curated standard was 0.623 (Table 1) also indicating good similarity, equivalent to that of STEM clustering on the microarray data after irradiation.

**Table 2:** FBPA cluster statistics on gene expression after direct irradiation

Cluster	Cardinality	Homogeneity	Average Silhouette
1	145	2.641	0.505
2	56	3.934	0.763
3	31	3.253	0.388
4	6	2.659	0.809
Total	238	3.026	0.558

Cluster cardinality is the number of genes in each cluster, homogeneity and average silhouette measurements are described in the Methods

Figure 4 shows the gene expression profiles clustered using FBPA. The within-method metrics (Table 2) gave interesting information. Because the method chose a small number of clusters, homogeneity was not strong, with the average homogeneity being close to 3. However, all but Cluster 3 showed good separation. 

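In the re-derived clustering at k = 4, the silhouette was 0.307 for the cluster of 122 probes, 0.361 for that of 41, 0.399 for that of 38 and 0.371 for that of 36. Their homogeneity was 1.99, 3.20, 1.96 and 1.79, so the cluster of 41 probes was the least tight.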

The average silhouette over all clusters was 0.558 indicating that strong structure was found. We also noted that genes were not uniformly distributed across all clusters. In irradiated samples, 61% of the total number of genes clustered belonged to Cluster 1, 24% to Cluster 2, 13% to Cluster 3 and 2% belonged to Cluster 4 (Figure 4). 

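The 4 re-derived clusters held 122, 41, 38 and 36 of the 237 probes, or 51.5%, 17.3%, 16.0% and 15.2%. With the time features in hours they held 144, 56, 31 and 6.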

Given that these genes were pre-selected on the basis of response at 4 hours, the clustering of a large proportion of genes together in one cluster in directly irradiated cells is not unexpected, because cells respond robustly to irradiation and transcripts of many of the genes included in this study could be affected in concert. It is also well known that many of the key radiation-response genes reach maximum expression at around 4 hours after treatment [32], as captured in Cluster 1 (Figure 4A and Additional File 3).

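In the re-derived cluster of 122 probes, 86 had their highest median ratio at 4 hours and 106 their lowest at 2 hours. The median over its members was 0.87 ± 0.93 at 0.5 hours, 0.76 ± 0.85 at 1 hour, 0.14 ± 0.69 at 2 hours, 1.14 ± 0.37 at 4 hours, 0.63 ± 0.30 at 6 hours and 0.34 ± 1.29 at 24 hours (SD over 4 experiments). In the authors' own Cluster 1 of 144 readable probes it was 1.04 ± 0.38 at 4 hours and 0.06 ± 0.64 at 2 hours.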

**Figure 4:**
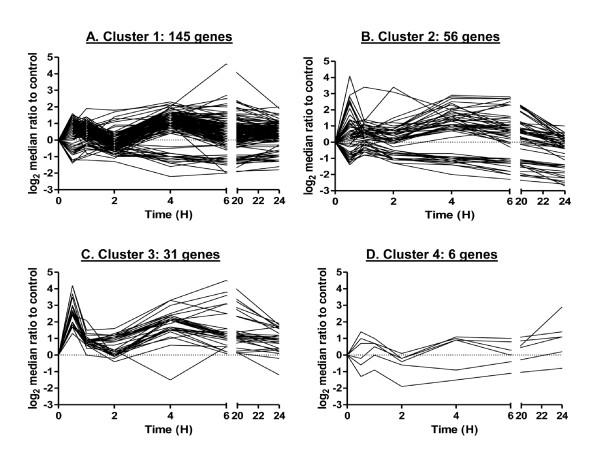
**FBPA clustering on gene expression after direct exposure to 0.5 Gy α-particles**. The four clusters resulting from k = 4, where k is cluster number, are displayed as time course plots of median log_2 _gene expression ratios in irradiated vs. non-irradiated controls. The number of genes/curves in each cluster is indicated. Data are medians across four independent biological replicates. Time is shown in hours (H).

FBPA clusters showed more noise than STEM clusters, because all 238 genes were clustered. However, there appeared to be a general mapping between STEM and FBPA clusters. STEM Clusters 1, 4, and 6 mapped well to FBPA Cluster 1 (78.4%, 75%, 66.7% match respectively). 

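Of the members of the authors' STEM Clusters 1, 4 and 6, 83.8%, 64.3% and 66.7% fell in the re-derived FBPA cluster of 122 probes. The remaining 16.2% of STEM Cluster 1 fell in the cluster of 41 probes, and the remaining 35.7% of STEM Cluster 4 in that of 36.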

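The members of the authors' STEM Cluster 2 were divided between the re-derived FBPA clusters of 41 probes (55.6%), of 122 probes (36.1%) and of 36 probes (8.33%). Of its 36 members, 33 were biphasic.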

STEM Cluster 2 mapped to FBPA Clusters 1 and 3 (41.7% and 50% match respectively). 

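The authors' STEM Cluster 3 was divided between the re-derived clusters of 122 (45.2%), 41 (32.3%) and 36 probes (22.6%).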

STEM Cluster 3 mapped partially to FBPA Clusters 1 and 2 (45.1% match and 41.9% match respectively). FBPA Cluster 4, however, did not match any of the STEM clusters. Also, genes showing down regulation, represented in STEM Cluster 5, were included in FBPA Clusters 1 and 2 (29.1% and 70.9%, respectively). 

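All 24 members of the authors' STEM Cluster 5 fell in a single re-derived FBPA cluster, that of 38 probes. With hours in place of the index, 7 of the 24 (29.2%) fell in 1 cluster and 17 (70.8%) in another.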

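The re-derived FBPA cluster of 38 irradiated profiles held 36 probes of the falling pattern, and the median log2 ratio of its members was below 0 at every time point, from -0.42 ± 0.43 at 1 hour to -1.36 ± 0.77 at 6 hours (SD over 4 experiments). In the authors' FBPA clusters the falling pattern was shared out as 19, 18, 1 and 2 probes over Clusters 1 to 4. From their own clustering, the paper states that features of rate rather than magnitude kept these genes from forming a cluster.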

Because the features selected for clustering (see Methods) did not emphasize magnitude of expression but rather rates of change, the down-regulated genes did not cluster separately in FBPA. Interestingly, all significant STEM clusters showed some degree of mapping to the largest FBPA cluster, Cluster 1.

### Clustering gene expression in the bystander response

In order to compare the two clustering methods on a related cellular response, we applied STEM and FBPA to gene expression curves after bystander exposure to radiation. We discuss the results of clustering bystander responding genes using the STEM platform first. 

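For bystander profiles the re-written STEM assignment placed between 122 and 193 of the 237 probes in significant profiles when c ran from 1 to 3 and m from 25 to 200.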

We selected the results from c = 3 and m = 100 for analysis of bystander gene expression. Again, results were relatively consistent across input parameters. These parameters resulted in significant clustering of 160 out of the 238 cases (67.2%). 

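At c = 3 and m = 100 the re-written assignment placed 164 of 237 bystander profiles (69.2%) in 7 significant profiles. With a value of 0 before the earliest time point it placed 172.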

Figure 5 shows the gene expression profiles for the most significant clusters, 6 out of 100 possible clusters. The number of genes included in each cluster was again relatively uniform, ranging from 8 genes in Cluster 6 to 39 genes in Cluster 1 (Figure 3C). 

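The 7 significant profiles of the re-written assignment held 45 to 12 probes.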

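The median log2 ratio over the members of each of the authors' bystander STEM clusters was taken in each experiment, and the mean ± SD over the 4 experiments is given. At 4 hours this was 1.31 ± 0.30 for Cluster 2, 1.48 ± 0.10 for Cluster 3, 1.56 ± 0.31 for Cluster 5 and 1.43 ± 0.37 for Cluster 6. At 0.5 hours the same clusters stood at 0.51 ± 0.62, 0.66 ± 0.92, 0.58 ± 0.63 and 1.00 ± 0.80. At 2 hours they stood at 0.01 ± 0.86, 0.23 ± 1.19, 0.09 ± 1.14 and 0.13 ± 1.03, and at 6 hours 0.26 ± 0.40, 0.64 ± 0.39, -0.05 ± 0.55 and 0.40 ± 0.30. Clusters 1 and 4 reached 2.03 ± 0.38 and 2.11 ± 0.69 at 4 hours, after 1.42 ± 0.82 and 1.66 ± 0.95 at 0.5 hours. The late pattern made up 26 of 37, 23 of 33, 8 of 11 and 2 of 8 members of Clusters 2, 3, 5 and 6, and 6 members of Cluster 6 were biphasic. From the likeness of their profiles, the paper proposes that these 4 clusters were subdivisions of a larger one.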

Although the results visually showed good cluster tightness, we noted that Clusters 2, 3, 5 and 6 looked relatively similar, suggesting that these clusters represented subdivisions of a larger cluster, limiting the usefulness of the results, despite the use of 100 distinct profiles. Additional file 4 lists clustered genes from the application of STEM to the bystander gene response.

**Figure 5:**
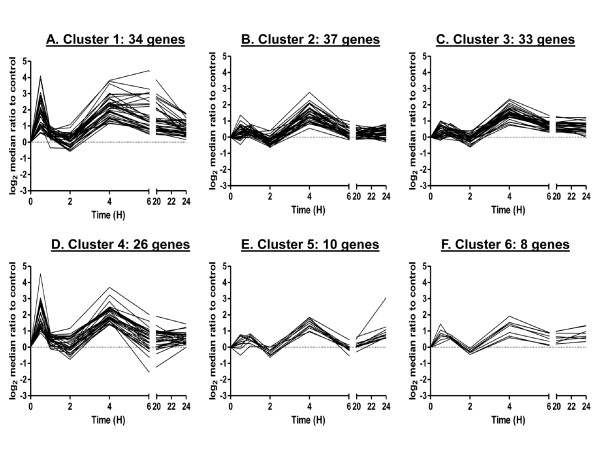
**STEM clustering on gene expression in the bystander response to 0.5 Gy α-particles**. Six significant clusters resulting from c = 3 and m = 100 are displayed as time course plots of median log_2 _gene expression ratios in bystander vs. non-irradiated controls. The number of genes/curves assigned to each cluster is shown. Data are medians across four independent biological replicates. Time is shown in hours (H).

The expression curves of the 238 genes in bystander cells were also clustered using FBPA. Again, to determine the optimal number of clusters, we used the gap statistic. We examined k = 3 and 5, which both showed near zero inequalities. 

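For bystander profiles the inequality of the gap statistic was -0.050 at k = 3 and -0.068 at k = 5, and k = 6 was the smallest k at which it was 0 or more. With the times in hours, k = 4 and k = 5 met the criterion.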

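Re-derived at k = 5, the bystander clustering had an average homogeneity of 1.872 and an average silhouette of 0.311. With the time features in hours these were 2.397 and 0.329, and single experiments gave 2.24 ± 0.17 and 0.286 ± 0.027 (SD over 4 experiments).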

Average homogeneity was found to be 2.376 and average silhouette was 0.372 for k = 5 (Table 3). 

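Re-derived at k = 3, the average homogeneity of the bystander clustering was 2.255 and the average silhouette 0.308. In hours the values were 2.941 and 0.511, and over single experiments 2.68 ± 0.13 and 0.325 ± 0.019.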

For k = 3, average homogeneity was 2.950 and average silhouette, 0.489 (data not shown). Because reasonable structure and good tightness were found with k = 5, we chose to present this clustering. The Rand index to the manually curated clustering was 0.745 (Table 1), indicating high similarity equivalent to that of STEM. Additional file 5 lists clustered genes from the application of FBPA to the bystander gene response.

**Table 3:** FBPA cluster statistics on gene expression in bystander cells

Cluster	Cardinality	Homogeneity	Average Silhouette
1	107	2.301	0.205
2	71	1.681	0.416
3	33	3.953	0.743
4	24	2.681	0.412
5	3	1.733	0.857
Total	238	2.376	0.372

Cluster cardinality is the number of genes in each cluster, homogeneity and average silhouette measurements are described in the Methods

The FBPA clusters are shown in Figure 6. 

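The 5 re-derived bystander clusters held 84, 70, 31, 30 and 22 probes. Their homogeneity was 1.98, 1.31, 1.99, 2.18 and 2.65 in that order, and their silhouette 0.213, 0.448, 0.373, 0.213 and 0.297.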

The within-method metrics indicate that Clusters 2 and 5 showed homogeneity and Clusters 3 and 5 showed good separation in terms of average silhouette (Table 3). As with the FBPA clustering of radiation-responsive genes, the bystander genes were not uniformly distributed across clusters: 45% of genes were assigned to Cluster 1, 30% to Cluster 2, 14% to Cluster 3, 10% to Cluster 4 and 1.3% to Cluster 5 (Figure 6).

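These re-derived clusters made up 35.4%, 29.5%, 13.1%, 12.7% and 9.28% of the 237 bystander profiles. With the time features in hours they held 93, 67, 33, 25 and 19 probes.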

**Figure 6:**
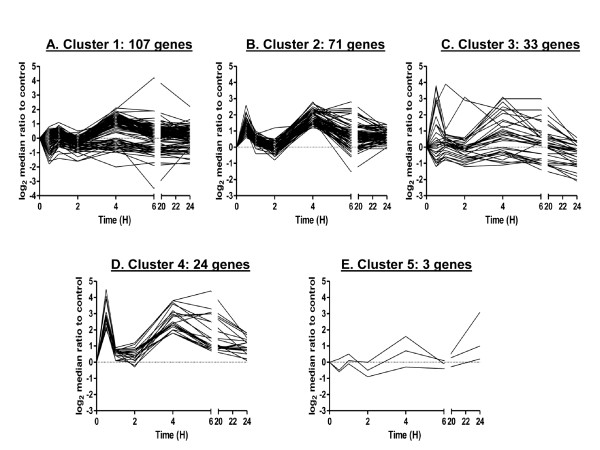
**FBPA clustering on gene expression in the bystander response to 0.5 Gy α-particles**. The five clusters resulting from k = 5, where k is cluster number, are displayed as time course plots of median log_2 _gene expression ratios in bystander vs. non-irradiated controls. The number of genes/curves in each cluster is indicated. Data are medians across four independent biological replicates. Time is shown in hours (H).

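The members of the authors' bystander STEM Cluster 1 were divided between the re-derived FBPA clusters of 70 probes (43.6%), of 30 probes (43.6%), of 22 probes (10.3%) and of 84 probes (2.56%).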

Comparing the bystander FBPA clusters to STEM clusters, STEM Cluster 1 mapped well to FBPA Cluster 2 (71.9% match). STEM Clusters 2, 3, and 5 mapped relatively well to FBPA Cluster 1 (62.2%, 72.7% and 60%, respectively). 

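In the re-derived bystander clustering, 56.8%, 54.5% and 45.5% of STEM Clusters 2, 3 and 5 fell in the largest cluster, of 84 probes. The cluster of 70 probes took 27.0%, 45.5% and 54.5% of them.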

As noted above, many of the gene expression curves assigned to STEM Clusters 2, 3, 5 and 6 showed a generally similar pattern. 

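Of the 8 members of the authors' bystander STEM Cluster 6, 62.5% fell in the re-derived FBPA cluster of 70 probes and 25% in that of 84.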

STEM Cluster 6, however, mapped most closely to FBPA Cluster 2 (50% match). 

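The authors' bystander STEM Cluster 4 of 32 probes was divided between the re-derived FBPA clusters of 22 (46.9%), 70 (31.25%) and 30 probes (21.9%). No member of it fell in the re-derived clusters of 84 and 31 probes.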

STEM Cluster 4 mapped partially to FBPA Clusters 2 and 4 (48.4% and 38.7% respectively), while FBPA Clusters 3 and 5 did not match any of the STEM clusters well.

### Between Method Agreement

After performing clustering on the microarray and qRT-PCR data using the STEM software and the FBPA approach, we used the Rand index to compare the agreement of methods. The Rand index table (Table 1) indicates this was generally good across clusterings. We note higher consistency between FBPA clusterings of the data (0.681, 0.742) than STEM clusterings of the data (0.644, 0.490) in both irradiated and bystander conditions. Both the STEM and FBPA methods showed lower agreement with the manually curated standard for qRT-PCR data than for microarray data as shown in the first row of Table 1, but the STEM clustering performed noticeably more poorly (0.607, 0.661 vs. 0.486, 0.483). As all clustering methods indicated relatively good clustering agreements, we next examined the biological enrichment of individual clusters to explore the usefulness of the information generated by clustering genes by patterns.

### Network and ontology analysis for direct irradiation gene response

We next analyzed individual clusters using biology-based approaches that facilitate understanding biologically relevant responses. The first approach was an ontology-based analysis using the PANTHER database [33]. We first considered STEM clustering of the irradiation gene response. As mentioned previously, STEM clustering provided six significant clusters with relatively uniform cardinality (Figure 3A). We applied gene ontology methods using the PANTHER web-based tool to assess the biological relevance of these six clusters. We started by mapping genes in each cluster to functional and pathway annotations in PANTHER. This step maps gene identifiers to annotations in the PANTHER database and is important because of redundancy of biological annotations in databases, which may affect the outcome of analyses [34,35]. We found that coverage of mapping in the six clusters was randomly spread from 67% in the largest cluster, Cluster 1, to 93% mapped genes in Cluster 2 (Figure 3A). Surprisingly, gene ontology enrichment showed that only Cluster 3 was significantly enriched for biological processes, which spanned diverse functions from apoptosis to cell signaling and proliferation (Table 4). Minimal biological structure was apparent in the other clusters. Network analyses on the individual STEM clusters implicated p53 as a transcriptional regulator in all clusters except those containing genes down-regulated at 4 hours (not shown). There was no significant correlation between mapping coverage of genes in STEM clusters (Figure 3A) and functional categorization (Table 4).

**Table 4:** PANTHER gene ontology analysis on STEM clustering of gene expression data after direct irradiation

**Biological Process**	**Cluster**					
	
	**1**	**2**	**3**	**4**	**5**	**6**
	
Intracellular signaling cascade	NS	NS	1.03 × 10^-6 ^ (10)	NS	NS	NS
Cytokine and chemokine mediated signaling pathway	NS	NS	1.04 × 10^-6 ^ (7)	NS	NS	NS
Apoptosis	NS	NS	1.25 × 10^-6 ^ (8)	NS	NS	NS
Ligand-mediated signaling	NS	NS	1.34 × 10^-6 ^ (8)	NS	NS	NS
NF-kappaB cascade	NS	NS	2.10 × 10^-6 ^ (5)	NS	NS	NS
Immunity and defense	NS	NS	1.07 × 10^-5 ^ (10)	NS	NS	NS
Signal transduction	4.09 × 10^-2 ^ (9)	NS	3.63 × 10^-5 ^ (14)	NS	4.09 × 10^-2 ^ (9)	NS
Macrophage-mediated immunity	NS	NS	4.38 × 10^-5 ^ (5)	NS	NS	NS
Cell proliferation and differentiation	NS	NS	1.79 × 10^-4 ^ (8)	NS	NS	NS
MAPKKK cascade	NS	NS	2.10 × 10^-4 ^ (5)	NS	NS	NS
Cell communication	NS	NS	2.75 × 10^-4 ^ (9)	NS	NS	NS
Cell surface receptor mediated signal transduction	NS	NS	3.62 × 10^-4 ^ (10)	NS	4.79 × 10^-2 ^ (7)	NS
Inhibition of apoptosis	NS	NS	1.27 × 10^-3 ^ (4)	NS	NS	NS
Granulocyte-mediated immunity	NS	NS	5.75 × 10^-3 ^ (3)	NS	NS	NS
T-cell mediated immunity	NS	NS	6.42 × 10^-3 ^ (4)	NS	NS	NS
JNK cascade	NS	NS	6.82 × 10^-3 ^ (3)	NS	NS	NS
Cell cycle control	NS	NS	8.58 × 10^-3 ^ (5)	NS	NS	NS
JAK-STAT cascade	NS	NS	1.81 × 10^-2 ^ (3)	NS	NS	NS
Calcium mediated signaling	NS	NS	4.52 × 10^-2 ^ (3)	NS	NS	NS

Significant PANTHER biological processes categories, p-values are Bonferroni corrected, p-values < 0.05 are shown. The number of genes in each category is shown in parentheses. NS is Not Significant.

We then analyzed clusters from FBPA (k = 4) for the 238 directly irradiated gene expression curves (Figure 4). Again, we saw that there was no significant trend of mapping coverage across clusters. The largest cluster, Cluster 1, included 145 genes, 25% of which were unmapped in PANTHER (Figure 3B). In Table 5, we summarize the result of querying the PANTHER database for significant biological processes in each cluster in irradiated samples. Cluster 1 was significantly enriched in genes involved in cell cycle processes (p-value 10^3^) and Cluster 2 was significantly enriched in genes related to immunity and cell defense mechanisms (p-value 10^-3^). Network analysis suggested that these groups of genes are probably related or responsive to the p53 family of cell cycle regulators and to NF-κB transcriptional regulation, respectively (Figure 7A). Both these transcription factors are known to be major players in the gene expression response to irradiation. In Cluster 3 a group of genes belonging to immune cell-mediated immunity (p-value 10^-5^) and NF-κB cascade genes (p-value 10^-3^) were significantly clustered. Surprisingly, biological functions were clearly separated among the first three clusters, suggesting distinct biological functionality with only one significantly enriched biological process, NF-κB cascade, in common between Clusters 1 and 3. Generally, we found a cell signaling cluster, a cell cycle/cell death cluster, and a cell-mediated immunity cluster. Cluster 4, with only 6 genes, gave no significant results.

**Table 5:** PANTHER gene ontology analysis on FBPA clustering of gene expression data after direct irradiation

**Biological Process**	**Cluster**			
	
	**1**	**2**	**3**	**4**
	
Cell proliferation and differentiation	1.79 × 10^-3^ (14)	1.06 × 10^-2^ (8)	NS	NS
Signal transduction	3.41 × 10^-3^ (28)	3.28 × 10^-3^ (16)	NS	NS
Immunity and defense	6.95 × 10^-3^ (15)	5.34 × 10^-2^ (8)	NS	NS
Ligand-mediated signaling	9.81 × 10^-3^ (9)	NS	NS	NS
Cell surface receptor mediated signal transduction	1.11 × 10^-2^ (18)	2.22 × 10^-3^ (12)	NS	NS
Inhibition of apoptosis	2.48 × 10^-2^ (5)	NS	NS	NS
NF-kappaB cascade	3.96 × 10^-2^ (4)	NS	8.35 × 10^-3 ^ (3)	NS
Apoptosis	NS	1.04 × 10^-3^ (7)	NS	NS
Cell cycle control	NS	1.06 × 10^-3^ (7)	NS	NS
Cell cycle	NS	5.05 × 10^-2^ (7)	NS	NS
Granulocyte-mediated immunity	NS	NS	5.94 × 10^-5 ^ (4)	NS
Macrophage-mediated immunity	NS	NS	4.49 × 10^-2 ^ (3)	NS
Calcium mediated signaling	NS	NS	3.54 × 10^-2 ^ (3)	NS
Cell motility	NS	NS	4.53 × 10^-2 ^ (4)	NS

Significant PANTHER biological processes categories, p-values are Bonferroni corrected, p-values < 0.05 are shown. The number of genes in each category is shown in parentheses. NS is Not Significant.

**Figure 7:**
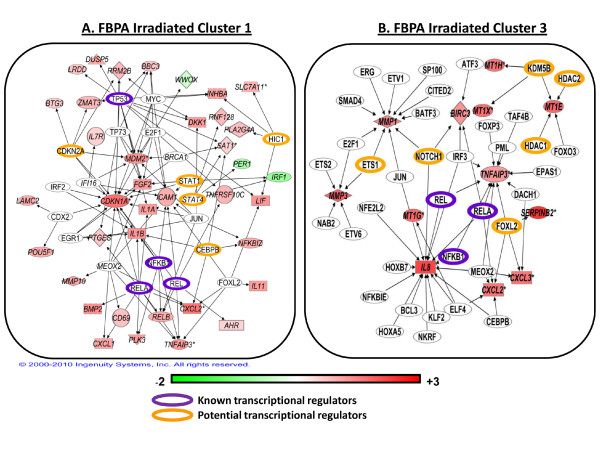
**Pathway analysis of FBPA clustering on gene expression after direct irradiation**. FBPA clusters 1 and 3 are shown here as networks generated by mapping genes using Agilent IDs and using the "grow" tool in IPA to identify potential transcriptional regulators upstream of genes in each cluster. Arrows indicate the direction of activity of a protein (empty node) interacting with the gene or gene product that is differentially expressed (colored node). Nodes are colored by log_2 _gene expression ratios in irradiated cells at 4 hours. On the scale bar, red indicates up-regulation and green, down-regulation of mRNA compared to sham-irradiated controls. Highlighted nodes indicate known transcriptional regulators involved in the radiation gene response in IMR-90 fibroblasts (violet outline) and potential new regulators of transcription (orange outline) suggested by the IPA analyses.

We further analyzed Clusters 1 and 3 using network analysis (Figure 7) to discover transcriptional regulatory modules that could potentially explain the differing results for these two clusters. Cluster 1 genes (145 genes out of 238) were largely under putative transcriptional control of p53 (TP53) and related proteins (TP73, E2F1 and MYC). In the same cluster there were also genes predicted to be under regulation of NF-κB family members (RELA, REL and NFKB1), Figure 7A. Visual assessment of Cluster 1 genes showed that this cluster included both biphasic responding genes and the single 4-hour peak genes (Figure 4A). Therefore, the finding through gene ontology and network analysis that this cluster combines both cell cycle and inflammatory responses might have been expected.

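Of the 144 readable members of the authors' Cluster 1, 63 were biphasic, 48 late and 19 falling. The re-derived cluster closest to it held 122 probes, shared 116 with it, and had 62 biphasic, 44 late and 1 falling profiles.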

In contrast, in Cluster 3, analysis by gene ontology excluded cell cycle and apoptosis biology, but NF-κB cascade and granulocyte/macrophage mediated immunity were over-represented categories. Network analysis of Cluster 3 (Figure 7B) further substantiates the role of NF-κB family members (RELA, REL and NFKB1). This was a smaller (31 genes out of 238) and visually tighter cluster (Figure 4C). 

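The median log2 ratio over its 31 members was 2.18 ± 0.80 at 0.5 hours, 0.98 ± 0.86 at 1 hour, 0.71 ± 0.53 at 2 hours, 1.87 ± 1.01 at 4 hours, 1.19 ± 0.22 at 6 hours and 1.01 ± 1.18 at 24 hours (SD over 4 experiments). The biphasic pattern held for 29 of the 31. A re-derived cluster of 41 probes shared 30 of them, had 40 biphasic profiles and reached its highest median ratio at 0.5 hours in 31 probes.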

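The studied list held 13 probes for 8 metallothionein genes, which were MT1A, MT1B, MT1E, MT1G, MT1H, MT1L, MT1X and MT2A. In the authors' clustering of irradiated profiles 11 of these probes, covering all 8 genes, were in Cluster 3, and 1 each in Clusters 1 and 2. The re-derived FBPA cluster of 41 probes also held 11 metallothionein probes. The median over the 13 probes was taken in each experiment. Its log2 ratio after irradiation was 2.25 ± 0.98 at 0.5 hours, 0.99 ± 0.76 at 1 hour, 0.95 ± 0.33 at 2 hours, 1.88 ± 1.10 at 4 hours, 1.12 ± 0.27 at 6 hours and 0.93 ± 1.26 at 24 hours (SD over 4 experiments). It was above 0 in 4 of 4 experiments at every time but 24 hours, where 2 of 4 were above 0. Leaving out 1 experiment moved the mean at 24 hours to between 0.56 without experiment 1 and 1.34 without experiment 3, and without experiment 4 the mean at 1 hour was 0.63. With 75th percentile scaling the means were 2.28 ± 1.27, 0.75 ± 0.64, 1.33 ± 0.19, 1.92 ± 0.73, 1.48 ± 0.42 and 1.33 ± 0.61. MT1E rose by 2.57 ± 1.15 at 0.5 hours (adjusted p = 0.000551 from limma) and by 2.16 ± 1.32 at 4 hours (adjusted p = 0.0018). MT2A rose by 0.91 ± 0.51 at 0.5 hours (limma adjusted p = 0.0309), and its increase at 4 hours did not pass (0.93, adjusted p = 0.315), though it did with 75th percentile scaling. At 0.5 hours MT1A rose by 1.78 ± 0.96 (limma adjusted p = 0.00392), MT1B by 2.28 ± 1.01 (adjusted p = 0.00058), MT1G by 2.33 ± 1.03 (adjusted p = 0.000528), MT1H by 2.26 ± 0.96 (adjusted p = 0.00055), MT1L by 2.28 ± 1.03 (adjusted p = 0.00058) and MT1X by 2.29 ± 0.97 (adjusted p = 0.00055). At 4 hours these 6 genes rose by 1.47 ± 1.07, 1.94 ± 1.15, 1.95 ± 1.13, 2.00 ± 1.14, 1.94 ± 1.24 and 1.99 ± 1.17, each past the threshold. Without the replicate block the calls of MT1B, MT1G, MT1H, MT1L and MT1X held at 0.5 hours and no metallothionein call held at 4 hours, and without experiment 2 none held at 0.5 hours. From their place in 1 cluster, the paper proposes that these genes are regulated coordinately over time.

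**Figure D2:**
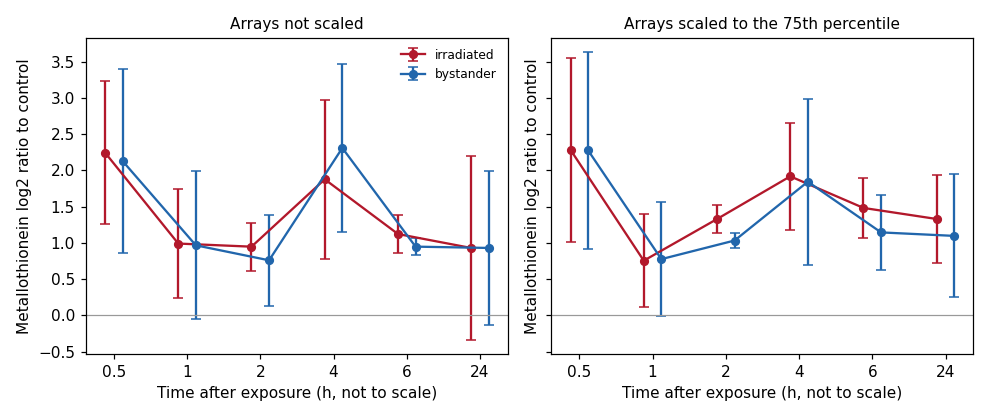
Median log2 ratio to control of the 13 studied metallothionein probes (y axis) at each time point (x axis), as mean ± SD over 4 experiments for irradiated and bystander cells. The left panel uses unscaled intensities and the right panel intensities scaled to the same 75th percentile, and the means at 0.5 hours lie at 2.25 and 2.13 on the left and at 2.28 in both treatments on the right.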

A group of 8 metallothionein genes belonged to this smaller cluster, suggesting coordinate regulation of these genes over time (Additional File 6A).

Metallothioneins are modulators of metal toxicity and important mediators of oxidative damage with a specific role in radical scavenging after radiation exposure [36]. Studies on metallothionein-null mice after x-irradiation have also demonstrated a protective role for these proteins based on micronuclei induction in blood cells [37-39]. Although levels of metallothionein gene expression vary in different cell lines, constitutively high levels are often observed in cancer cell lines [40,41]. Metallothionein expression can be induced in response to metal exposure, interleukins, cytokines, and stresses including ionizing radiation [36,40,42]. Metallothionein genes are known to be regulated by many transcription factors, such as Metal-responsive Transcription Factor-1 (MTF1), which is essential for inducing all metallothioneins [36,43]. Other studies, however, have shown that metallothionein gene expression can be modulated by histone modifiers [44]. The position of this gene family on human chromosome 16q13, which contains the 17 out of 18 metallothionein 1(*MT1*) gene iso-forms, in addition to *MT2, MT3 *and *MT4 *genes [38], further substantiates a potential epigenetic control mechanism for MT gene expression. 

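In the reference annotation, build GRCh38.p14, 16 genes and pseudogenes of the family follow one another on chromosome 16 in the order MT4, MT3, MT2A, MT1L, MT1E, MT1M, MT1JP, MT1A, MT1DP, MT1CP, MT1B, MT1F, MT1G, MT1H, MT1IP and MT1X, with 3 other genes between them. The arrays held probes that passed the filter for 11 of these genes, 17 probes in all, measured here in control, irradiated and bystander cells. The 13 probes of the studied list cover 8 of them, from MT2A to MT1X.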

Our network analysis of the genes in Cluster 3 (Figure 7B) suggested that epigenetic regulation may also play a role in metallothionein gene expression, specifically through the histone modifiers KDM5B, HDAC1 and HDAC2.

KDM5B (JARID1B), which can act as a transcriptional repressor by de-methylating histone H3 lysine residues bound to promoters [44], has been shown to be up-regulated by hypoxia stress in a HIF1α-dependent manner [45], although there are no previous reports of its response to ionizing radiation. Scibetta et al. [44] carried out extensive functional analyses of KDM5B and its effects on gene expression, and found *MT1E, MT1F, MT1 H *and *MT1L *mRNAs to be highly responsive to levels of KDM5B. Overexpression of KDM5B was shown to repress gene expression and RNAi-mediated knockdown of KDM5B increased expression of all the above metallothionein genes.

Histone deacetylases (HDAC1 and HDAC2), have also been shown to regulate metallothionein gene expression [46,47]. The HDAC proteins act as transcriptional repressors by de-acetylating histones and silencing chromatin. The direct effects of ionizing radiation on HDAC levels are not clearly known, but HDAC inhibitors are widely studied as radio-sensitizers of cancer cells [48]. Also, HDAC1 has been shown to interact directly with the KDM5B protein [41], raising the possibility that both proteins may act in concert to modulate the early response to radiation.

Using western blot analysis, we found that protein levels of KDM5B, HDAC1 and HDAC2 were all decreased an hour after exposure (Figure 8), preceding the 4-hour peak in metallothionein gene expression. These findings support the possible involvement of chromatin-level modifications in regulating gene expression in both directly irradiated and bystander cells. Histone deacetylation (by HDACs) and histone lysine demethylation (by KDM5B) activities could also potentially contribute to the responses observed for other genes in addition to the metallothioneins, suggesting coordinate epigenetic control of gene expression as an important component of the cellular radiation response.

**Figure 8:**
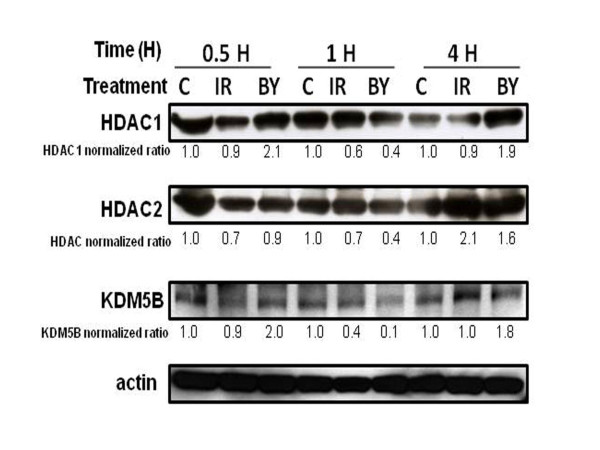
**Potential epigenetic regulators of metallothionein gene expression**. Western analysis of C (control), IR (directly irradiated) and BY (bystander) samples at 0.5 hr, 1 hr and 4 hr after treatment. Detected proteins were HDAC1, HDAC2, KDM5B and actin. Protein expression was measured by semi-quantitative densitometry and ratios relative to controls are shown for each lane after normalization to the actin internal control.

The participation of trans-activating factors, such as transcription factors and co-activators that affect gene expression at promoter regions, in the radiation response is well known. However, the potential contributions of DNA topology changes and other epigenetic effects exerted by non-coding RNA, DNA methylation and histone modification are not as well studied in the radiation response. There is some evidence for epigenetic mechanisms such as DNA hypo-methylation after radiation exposure [14] but little is known about target genes and their dynamics, except in the case of the *INK4A *locus [49]. Our study, by clustering genes with similar time course responses after radiation and bystander treatments, suggested a possible role for epigenetic regulation of metallothionein levels.

### Network and ontology analysis in bystander gene response

STEM clustering of the bystander data for the 238 genes yielded 6 significant clusters (Figure 5) with uniform cardinality (Figure 3C) as seen in the case of irradiation (Figure 3A). Using the same approach as before, we applied gene ontology methods using the PANTHER web-based tool to assess the biological relevance of these six clusters. First, we mapped the genes in each cluster to see if any of the statistically significant clusters had largely unmapped genes. We found that the mapping of each cluster, once again, was randomly spread from 67% mapped genes in Cluster 3 to 90% in Cluster 5. Gene ontology analyses (Table 6) of these clusters showed that Cluster 1 had over-represented categories related to signaling and defense. Cell cycle processes were not significantly enriched in any bystander clusters as they were after direct irradiation, but apoptosis was significantly enriched in Cluster 2. 

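The genes FAS, TNFRSF10C, TNFRSF10B, MYBL1 and MDM2 were measured in bystander cells at 4 hours as log2 ratios to control with limma. FAS (probe A_23_P63896) was higher by 0.77 ± 0.41 (limma adjusted p = 0.116), in 4 of 4 experiments. TNFRSF10B (A_24_P218265) was higher by 0.72 ± 0.71 (limma adjusted p = 0.161) and TNFRSF10C (A_23_P256724) by 0.76 ± 1.32 (adjusted p = 0.178). MYBL1 passed the threshold with its brightest probe A_23_P43157, at 1.28 ± 0.58 (limma adjusted p = 0.0161), and with its studied probe A_24_P911928, at 0.97 ± 0.29 (adjusted p = 0.0518). The brighter MYBL1 probe did not pass without the replicate block or without experiment 3, nor with 75th percentile scaling, at 0.81. MDM2 was higher by 0.46 ± 0.74 with probe A_23_P309545 (limma adjusted p = 0.365), and by 1.01 ± 1.30 with probe A_23_P502750 (adjusted p = 0.0894). With experiment 4 left out, FAS, TNFRSF10B and TNFRSF10C passed the threshold. The median log2 ratio of all probes was -0.15 in experiment 4 and 0.64, 0.43 and 0.83 in experiments 1, 2 and 3. These calls without experiment 4 therefore cannot be told apart from a rise of the whole array.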

*FAS, TNFRSF10C, TNFRSF10B, MYBL1 *and *MDM2 *were gene members in this category. STEM clustering in bystanders suggested only one biologically significant cluster with minimal biological findings in other clusters. This suggests that although this method can group genes into visually tight patterns, the algorithm is "blind" to functionally related genes that could be clustered together with more descriptive features, such as those used in FBPA. Network analysis of the six clusters confirmed that p53 and NF-κB family members were potential upstream regulators of gene expression in most of the STEM bystander clusters.

**Table 6:** PANTHER gene ontology analysis on STEM clustering of gene expression data in the bystander response

**Biological Process**	**Cluster**					
	
	**1**	**2**	**3**	**4**	**5**	**6**
	
Ligand-mediated signaling	1.33 × 10^-10 ^ (11)	NS	NS	NS	NS	NS
Cell communication	4.86 × 10^-7 ^ (12)	NS	NS	NS	NS	NS
Immunity and defense	3.24 × 10^-6 ^ (11)	NS	NS	NS	NS	NS
NF-kappaB cascade	3.77 × 10^-6 ^ (5)	NS	NS	NS	NS	NS
Cytokine and chemokine mediated signaling pathway	7.32 × 10^-5 ^ (6)	NS	NS	NS	NS	NS
Macrophage-mediated immunity	7.80 × 10^-5 ^ (5)	NS	NS	NS	NS	NS
Granulocyte-mediated immunity	1.31 × 10^-4 ^ (4)	NS	NS	NS	NS	NS
Cell proliferation and differentiation	4.42 × 10^-4 ^ (8)	NS	NS	NS	NS	NS
Apoptosis	8.07 × 10^-4 ^ (6)	6.76 × 10^-3 ^ (5)	NS	NS	NS	NS
Signal transduction	1.14 × 10^-3 ^ (13)	NS	4.09 × 10^-2 ^ (9)	NS	NS	NS
Intracellular signaling cascade	6.43 × 10^-3 ^ (7)	NS	NS	NS	NS	NS
Cell surface receptor mediated signal transduction	8.46 × 10^-3 ^ (9)	NS	NS	NS	NS	NS
T-cell mediated immunity	1.00 × 10^-2 ^ (4)	NS	NS	NS	NS	NS

Significant PANTHER biological processes categories, p-values are Bonferroni corrected, p-values < 0.05 are shown. The number of genes in each category is shown in parentheses. NS is Not Significant.

We also applied the same analyses to the FBPA (k = 5) clusters of the 238 bystander gene profiles (Figure 6). Again we observed no significant trend of mapping across clusters and the largest cluster, Cluster 1 with 107 genes, showed 28% of genes were unmapped in PANTHER (Figure 3D). A surprising result of gene ontology analysis was that there were no significantly enriched biological processes in Cluster 1 (Table 7), which grouped the most genes (107 genes out of 238). However, significant enrichment of biological processes was identified in Clusters 2, 3 and 4. Cluster 2 shared categories in common with Clusters 3 and 4; the most significant process in Cluster 2 was the NF-κB cascade (p-value 10^-6^). In Cluster 2, which was visually a tight cluster by pattern and magnitude of change (Figure 6B), other over-represented categories included signal transduction (p-value 10^-3^) and cell surface mediated signaling processes (p-value 10^-3^), both of which were also significantly enriched in Cluster 3. The most over-represented processes in Cluster 4 genes were granulocyte mediated immunity (p-value 10^-5^), NF-κB (p-value 10^-3^) and cytokine and chemokine signaling (p-value 10^-3^).

**Table 7:** PANTHER gene ontology analysis on FBPA clustering of gene expression data in the bystander response

**Biological Process**	**Cluster**				
	
	**1**	**2**	**3**	**4**	**5**
	
NF-kappaB cascade	NS	1.34 × 10^-6 ^ (6)	NS	4.74 × 10^-3 ^ (3)	NS
Ligand-mediated signaling	NS	1.72 × 10^-6 ^ (10)	NS	3.10 × 10^-3 ^ (5)	NS
Immunity and defense	NS	4.96 × 10^-6 ^ (14)	NS	1.24 × 10^-2 ^ (6)	NS
Cytokine and chemokine mediated signaling pathway	NS	6.82 × 10^-6 ^ (8)	NS	8.15 × 10^-3 ^ (4)	NS
Signal transduction	NS	1.86 × 10^-5 ^ (21)	2.51 × 10^-3 ^ (12)	NS	NS
Cell surface receptor mediated signal transduction	NS	3.13 × 10^-4 ^ (14)	4.45 × 10^-3 ^ (9)	NS	NS
Cell communication	NS	4.45 × 10^-4 ^ (12)	NS	3.70 × 10^-2 ^ (6)	NS
Cell proliferation and differentiation	NS	8.38 × 10^-4 ^ (10)	NS	NS	NS
Granulocyte-mediated immunity	NS	1.22 × 10^-3 ^ (4)	NS	2.73 × 10^-5 ^ (4)	NS
Macrophage-mediated immunity	NS	1.26 × 10^-3 ^ (5)	NS	2.57 × 10^-2 ^ (3)	NS
T-cell mediated immunity	NS	5.96 × 10^-3 ^ (5)	NS	NS	NS
Intracellular signaling cascade	NS	6.58 × 10^-3 ^ (9)	NS	NS	NS
Apoptosis	NS	1.86 × 10^-2 ^ (6)	NS	NS	NS
Inhibition of apoptosis	NS	NS	NS	1.98 × 10^-2 ^ (3)	NS
Calcium mediated signaling	NS	NS	NS	2.02 × 10^-2 ^ (3)	NS
Cell motility	NS	NS	NS	2.16 × 10^-2 ^ (4)	NS

Significant PANTHER biological processes categories, p-values are Bonferroni corrected, p-values < 0.05 are shown. The number of genes in each category is shown in parentheses. NS is Not Significant.

We further analyzed Clusters 2, 3 and 4 using network analysis to discover transcriptional regulatory modules that could potentially be responsible for coordinate regulation of these three clusters (Figure 9). We observed that in Clusters 2, 3 and 4 there were common hubs of transcriptional control. p53 and NF-κB proteins were potential transcription factors of genes in all three clusters, which had similar overall profiles (Figure 6). KDM5B/JARID1B was once again identified as a potential upstream regulator of genes in both Clusters 2 and 4 (Figure 9A and 9C). In Cluster 4, the genes potentially regulated by KDM5B were the same as those in FBPA Cluster 3 after irradiation (Figure 7B), and in bystanders KDM5B was also shown to be upstream of the *GADD45A *and *SAT1 *genes in Cluster 2 (Figure 9A). It was interesting that the metallothionein gene expression response in bystanders was similar to that in irradiated cells (Additional file 6B), suggesting that irradiated cells may be communicating a signal that induces epigenetic changes in both populations. 

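SAT1 (probe A_23_P378722) rose in bystander cells by 0.93 ± 0.42 at 0.5 hours (adjusted p = 0.0686 from limma) and by 1.35 ± 0.50 at 4 hours (adjusted p = 0.0119). After irradiation SAT1 did not pass at 4 hours, at 0.60 ± 0.34 (limma adjusted p = 0.79), and it was lower in irradiated than in bystander cells by 0.76 ± 0.65 in 4 of 4 experiments (log2 difference -0.76, adjusted p = 0.273). The median difference over all probes was -0.48, and with 75th percentile scaling that of SAT1 was -0.25. The bystander calls of SAT1 did not hold without the replicate block, the call at 4 hours did not hold without experiment 3, and the call at 4 hours held with 75th percentile scaling, at 0.89. GADD45A in bystander cells stood at 1.02 ± 0.64 at 0.5 hours (limma adjusted p = 0.111), 0.63 ± 0.75 at 1 hour and 0.05 ± 1.18 at 2 hours.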

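In bystander cells the median of the 13 studied metallothionein probes rose by 2.13 ± 1.27 at 0.5 hours, 0.97 ± 1.02 at 1 hour, 0.76 ± 0.63 at 2 hours, 2.31 ± 1.16 at 4 hours, 0.95 ± 0.11 at 6 hours and 0.93 ± 1.06 at 24 hours (log2 ratio, SD over 4 experiments), and was above 0 in 4 of 4 experiments each time. Without experiment 4 it fell to 0.46 at 1 hour, 0.46 at 2 hours and 0.49 at 24 hours. Of the probes, 10 for 7 genes were in the authors' bystander Cluster 4 and the other 3 in Cluster 2. MT1E rose by 2.40 ± 1.48 at 0.5 hours (adjusted p = 0.00122 from limma) and by 2.57 ± 1.38 at 4 hours (adjusted p = 5.71e-05), and MT2A by 1.17 ± 0.74 at 4 hours (adjusted p = 0.0274). At 4 hours MT1A rose by 1.90 ± 1.06 (limma adjusted p = 0.00115), MT1B by 2.32 ± 1.19 (adjusted p = 0.000106), MT1G by 2.27 ± 1.10 (adjusted p = 0.000108), MT1H by 2.39 ± 1.10 (adjusted p = 5.94e-05), MT1L by 2.32 ± 1.24 (adjusted p = 0.000132) and MT1X by 2.40 ± 1.06 (adjusted p = 5.71e-05). None of these bystander calls held without the replicate block, and with 75th percentile scaling those of MT1A and MT2A at 4 hours did not hold. Over the 13 probes the irradiated and bystander ratios correlated with r = 0.997, 0.795, 0.985, 0.989, 0.959 and 0.968 at the 6 times. Both treatments were divided by the same control arrays, which alone makes their ratios correlate. To allow for this, the control arrays were centred within time points and divided at random 1000 times into 1 control and 2 unchanged groups of 4. Of these draws 0, 292, 3, 2, 30 and 17 correlated as highly over the same probes. The draws hold no response in either group, so they cannot test how alike 2 real responses were. From the likeness of the 2 responses, the paper proposes a signal from irradiated cells that acts on both populations.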

Protein analysis on KDM5B, HDAC1 and HDAC2 levels showed that these histone modifiers are lowered in bystanders at 1-hour after treatment as in the directly irradiated cells (Figure 8). This suggests that the bystander metallothionein gene response maybe regulated similarly as in irradiated cells.

**Figure 9:**
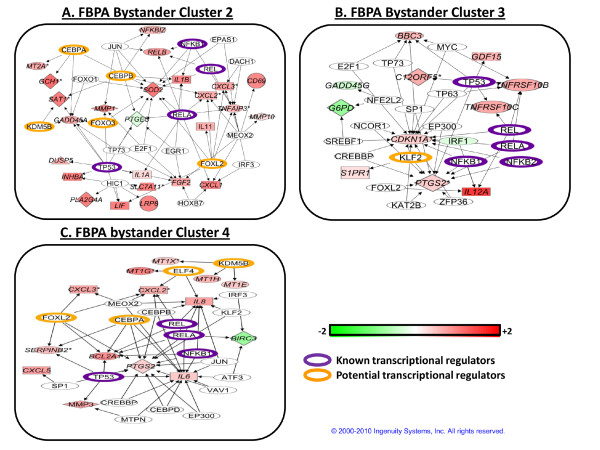
**Pathway analysis of FBPA clustering on gene expression in the bystander response**. FBPA clusters 2, 3 and 4 are shown here as networks generated by mapping genes using Agilent IDs and using the "grow" tool in IPA to identify potential transcriptional regulators upstream of genes in that cluster. Arrows indicate the direction of activity of a protein (empty node) interacting with the gene or gene product that is differentially regulated (colored node). Nodes are colored by log_2 _gene expression ratios in irradiated cells at 4 hours. On the scale bar, red indicates up-regulation and green, down-regulation of mRNA compared to sham-irradiated controls. Highlighted nodes indicate known transcriptional regulators involved in the radiation gene response in IMR-90 fibroblasts (violet outline) and potential new regulators of transcription (orange outline) suggested by the IPA analyses.

### Biological and statistical evaluation of clustering results

In terms of the clustering methodologies used here, the most surprising result was the high degree of biological information found using the FBPA clustering versus STEM clustering across both cell treatments, despite roughly equivalent computational evaluations. We observed similar enrichment results for other STEM clusterings of the data with various parameters (c = 1-3, m = 25-200, results not shown). Although there were some common processes between FBPA clusters, the gene ontology enrichment showed clear delineation of biological information. Related biological functions were focused in specific clusters, suggesting that features used in FBPA captured relevant biological details of the gene expression response curves. In radiation gene response, three out of four clusters gave distinct functional groups: a cell signaling cluster (Figure 4A, Table 5 and Figure 7A), a cell cycle/cell death cluster (Figure 4B, Table 5) and a cell-mediated immunity cluster (Figure 4C, Table 5 and Figure 7B). Network analysis clearly revealed the differences in individual players and suggested novel regulatory mechanisms for the coordinate responses.

By contrast, STEM resulted in only one cluster with biologically significant functions for both treatment conditions: irradiated Cluster 3 (Figure 2C and Table 4), and bystander Cluster 1 (Figure 5A and Table 6), which encompass processes from signal transduction modules (MAPKK and NF-κB), cell-specific immunity (granulocyte and macrophage), cell death and cell proliferation responses. The other STEM clusters appeared to have minimal enrichment of genes involved in a particular biological process, giving little direction for the inference of biological functions of the genes clustered, and also suggesting that STEM did not capture details relevant to co-regulated processes as well as FBPA did. We believe this is attributable to several factors. Firstly, we cite the use of biologically relevant features and dimension augmentation for FBPA clustering. Standard computational tools do not put the focus here and may ignore latent information in the data as a result. Secondly, FBPA is designed to be parsimonious. We used the gap statistic to identify possible clustering of the data, and we used within-method clustering metrics to assess and determine the number of clusters to be used. We put an emphasis on cluster separation, which was a good indicator of structure in the data. For example, in the case of the direct irradiation gene response, only STEM Cluster 3 was found to be significantly enriched for any biological functions, but STEM Clusters 1, 4, and 6 all mapped mainly to FBPA Cluster 1, suggesting that enrichment may have been missed because the STEM clusters were over-fitted to the data, forcing functionally related genes into separate clusters. As noted earlier, robust responses were expected following irradiation. Thus, parsimony in cluster number may be critical to grouping functionally similar genes. Thirdly, we consider the level of noise in the data. The STEM algorithm put an emphasis on visually tight clustering of the data over separation and parsimony. Raw expression information was used to discretize the data and typically a high number of candidate profiles were used to fit the data. Many of these candidate profiles and the genes assigned to them were determined to be insignificant as clusters. Thus, profiles that appear to be relative outliers were excluded and the resulting expression profiles were less noisy. In contrast, FBPA clustered every gene. This resulted in noisier clusters, but some of the "noise" may represent biologically relevant information, as we found here. Furthermore, some of the noise we see in the FBPA clustering may be the result of using gene expression profiles to display the clusters instead of the features to describe the gene expression curves (Figures 4, 6).

There were also consistencies between the clustering methods used. For example, cell cycle control processes were not over-represented in any clusters generated by FBPA or STEM in the bystander gene response, whereas, stress response, inflammation and cellular defense mechanisms were strongly implicated in the bystander gene expression response. Cell death, on the other hand, was a significant category in both STEM Clusters 1 and 2 (Table 6) and in FBPA Cluster 2 (Table 7) in bystanders. In the bystander gene response, there was more functional overlap between clusters compared with the radiation gene response (Table 7). In general, larger biological variation in gene expression was observed in bystanders, possibly due to the indirect nature of the signal and other factors such as cell culture conditions, confluence, temperature, etc. that can affect transmission of bystander signals. This may account for the result in bystander-FBPA Cluster 1 (the largest cluster, with 107 genes) where genes clustered together on the basis of features (Figure 6A) but did not belong to any significant biological process (Table 7, Cluster 1). 

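Variation was measured as the SD of the log2 intensity over the 4 experiments within a treatment and time point, and the median over the studied probes was taken. After irradiation it was 0.60, 0.530, 0.494, 0.815, 0.505 and 1.162 at 0.5, 1, 2, 4, 6 and 24 hours, and in bystander cells 0.548, 0.547, 0.529, 0.756, 0.658 and 0.953. The bystander SD was the larger at 3 of 6 time points, with a mean difference of -0.019 (exact sign-flip test over the time points, p = 0.656). Normexp background correction moved the mean difference most, to 0.143, and it ran from -0.104 without experiment 4 to 0.055 without experiment 2. With arrays scaled to the same 75th percentile the bystander SD was larger at 6 of 6 time points, by 0.041 on average (exact sign-flip p = 0.031, the smallest that 6 time points allow). Over all probes the bystander SD was larger at 2 of 6 time points unscaled, with a mean difference of -0.075 (exact sign-flip p = 0.4375), and at 4 of 6 with scaling, with a mean difference of 0.0042 (exact sign-flip p = 0.8125). The paper states that variation was larger in bystander cells, and proposes the indirect nature of the signal and culture conditions as reasons.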

Taking a closer look at putative regulators of genes that were clustered together suggested that in addition to the p53 and NF-κB pathways, there may be other players in the radiation response, which would not have been identified either by studying individual genes or by considering all the responding genes together as a single set.

## Conclusions

The objective of this study was to summarize and cluster time series gene expression in irradiated and bystander fibroblasts to uncover novel biologically relevant information. We applied a new clustering algorithm, FBPA, which used relevant features to cluster data. These features summarized the gene expression profiles and accounted for dependence over time. This method was devised specifically for sparse time series where model-fitting is not realistic. It is broadly applicable to other data sets. It does not require measurements to be taken at the same time points and can handle missing values. FBPA is scalable to a large number of genes, only restricted by processing capacity.

We compared FBPA to STEM, another popular clustering algorithm for short time series. While the two methods were comparable when using computational measures of evaluation, FBPA outperformed STEM in finding biologically meaningful clusters in both the irradiated and bystander cases. We believe this is because of the use of biologically relevant features that explain the data well and an emphasis on parsimony as opposed to strictly computational methods that do not address these factors.

Additionally, we compared the temporal response of mRNA to 0.5 Gy α-particle irradiation and in-contact neighboring bystander cells and confirmed trends in gene regulation. More interestingly, we were able to extract new information from the clustering results that predicted upstream regulators of gene expression not previously suggested by class comparison and ontology methods. Our analysis suggested a candidate novel gene regulatory mechanism involving histone modifications at promoter regions of metallothionein genes by KDM5B (lysine demethylase) and HDACs (histone deacetylases). Further studies on the role of these epigenetic mechanisms and the induction of metallothionein genes in response to α-particle irradiation will be required to understand the roles of these new players in the radiation response.

In conclusion, this study achieved the objective of extracting biological insights from quantitative data after grouping it into clusters and identifying novel processes in the precise regulation of individual biological molecules as a result of radiation. In this study, we addressed only mRNA level changes and it will be interesting to see if parallel measurements of "omic" data at other levels such as chromatin immunoprecipitation-array (ChIP-chip) information, proteomic and metabolomic data may be analyzed simultaneously using feature based clustering methods. Also, in this study we limited the analyses to genes shown to be differentially regulated at four hours, as a test set for the clustering methodology. We found that FBPA clustering can sort gene expression responses and subsequent biological enrichment of clusters can reveal new knowledge based on this sorting method. When this method is applied to the complete set of differentially regulated genes in the time series, it will also help us more fully understand the involvement of pathways that can affect cell and tissue integrity after exposure to radiation.

## Methods

### Cell culture, irradiation and RNA isolation

Early passage (population doubling < 35) IMR-90 human lung fibroblasts (Coriell repository, NJ) were sub-cultured in Dulbecco's modified Eagle's medium (Gibco) and Ham's F10 medium in a 1:1 mixture plus 15% fetal bovine serum. Mylar-bottomed culture dishes were prepared as described previously [50]. An inner dish with a base of 38-μm-thick Mylar strips was inserted into a larger dish with a 6-μm Mylar base. The 38-μm Mylar completely shields the α-particles so that only cells on the thinner Mylar areas of the dish were directly irradiated [50]. Cells seeded in these dishes formed a contiguous layer. Cells were exposed to 0 (sham irradiated) or 50 cGy ^4^He ions (125 keV per micron) as simulated α-particles using the track segment mode of the 5.5-MV Singletron accelerator at the Radiological Research Accelerator Facility of Columbia University. Four independent experiments were conducted, and each was performed in parallel with irradiated, bystander and sham-irradiated samples derived from a sub-cultivated pool of IMR-90 cells that were seeded from a single cryo-vial.

Directly irradiated (outer dish) and bystander (inner dish) cells were separated at 30 minutes, 1, 2, 4, 6 and 24 hours after exposure, and RNA was isolated from the exposed cultures and from time-matched sham-irradiated controls using Ribopure (Ambion, Life Technologies). All RNA samples had RNA integrity numbers >9.0 [51] and 260 nm/280 nm absorbance ratios >2.

### Microarray Data and Processing

Each sample was hybridized to an Agilent Whole Human Genome Oligo Microarray (G4112F) using the Agilent one-color workflow as previously described [9]. The extracted data from the time course microarrays were imported into BRB ArrayTools [52]. Genes were included if detected, as reported by gIsWellAboveBG (inclusive flag), which indicates if the spot expression measurement was greater than the background signal plus 2.6-fold of the standard deviation. Non-uniformity outliers were excluded using the gIsFeatNonUnifOL (exclusive flag). Genes for which more than 10% of the data was either not above background or was a non-uniformity outlier were filtered out. This resulted in a dataset of 72 microarray measurements of 25,280 genes. 

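The same rule applied to the deposited outputs kept 25246 of 41000 probes. A limit of 5% in place of 10% kept 24294 and a limit of 20% kept 26235. With the flag for a signal above background at a lower demand, in place of the well-above-background flag, 29345 probes were kept.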

In order to preserve dependence across time points, the data were not normalized across arrays. 

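Without normalization the whole array was brighter or dimmer in 1 group than in another at several time points. The median log2 ratio to control over all 25246 probes after irradiation was -0.07, 0.17, -0.38, -0.05, -0.34 and -0.38 at 0.5, 1, 2, 4, 6 and 24 hours, and in bystander cells -0.15, 0.16, -0.26, 0.42, -0.20 and -0.17. At 2 hours after irradiation 90.7% of probes lay below control, and at 4 hours in bystander cells 9.78%. RNA transcripts of known amount, added to each sample before labelling and so unrelated to the cells, were also measured on each array. Their mean log2 difference to control was -0.48 ± 0.21 at 2 hours after irradiation and 0.42 ± 0.90 at 4 hours in bystander cells (SD over 4 experiments).

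**Figure D3:**
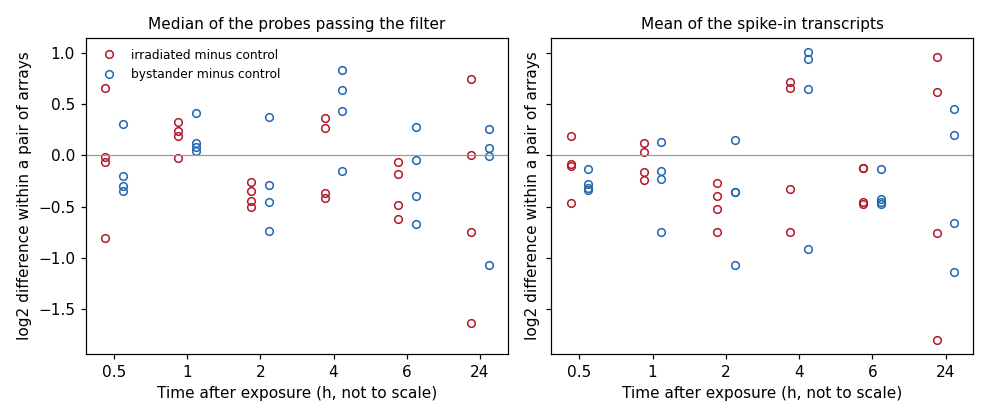
Log2 difference to the control array of the same experiment (y axis) by time point (x axis), for the median of the probes that passed the filter on the left and for the mean of the added transcripts on the right, with a point for each of the 4 experiments in irradiated and bystander cells. In bystander cells at 4 hours 3 of the 4 points lie above 0 in each panel.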

Across-array normalization is known to modify the existing correlation structure [53] within a given dataset and, by extension, measurements made across time points. The full time-course microarray data are available through the Gene Expression Omnibus database using accession number GSE21059. Additional File 7 shows the processed (logarithmically transformed median expression ratios) data used for plotting cluster graphs for irradiated and bystander treatments.

Genes were selected for clustering based on 4-hour gene expression analyses performed in an earlier study [9]. In that study, 191 genes (FDR<0.10) showed differential expression in the irradiated vs. control at the 4-hour time point and 135 genes (FDR<0.10) were differentially expressed in the bystander vs. control, resulting in 253 unique gene features. 

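With the filter and arrays of the present study, 166 probes passed at 4 hours after irradiation (134 higher and 32 lower than control) and 3727 in bystander cells (3706 higher and 21 lower). With the arrays scaled to the same 75th percentile, 253 passed after irradiation (195 higher and 58 lower) and 150 in bystander cells (124 higher and 26 lower). The scaled and unscaled calls shared 116 probes after irradiation and 129 in bystander cells. Without the replicate block 2 probes passed after irradiation and 9 in bystander cells. With 1 experiment left out the counts ran from 68 to 523 after irradiation and from 211 to 6421 in bystander cells. At the other times 206, 0, 6914, 4445 and 69 probes passed after irradiation at 0.5, 1, 2, 6 and 24 hours, and 253, 0, 0, 54 and 15 in bystander cells. Of these, 113, 68, 284 and 6 were higher after irradiation at 0.5, 2, 6 and 24 hours, and 91, 40 and 5 in bystander cells at 0.5, 6 and 24 hours. Scaling gave 2500, 1459, 2656 and 44 after irradiation, of which 1463, 780, 1233 and 29 were higher, and 1772, 54 and 73 in bystander cells at 0.5, 2 and 6 hours, of which 1072, 49 and 54 were higher.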

With the addition of more time points, 15 of these probes did not pass the filtering criteria used here, leaving 238 features to be used in this analysis.

### Quantitative real time PCR (qRT-PCR) analysis

The High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA) was used to prepare cDNA from total RNA. A custom low-density TaqMan array (Life Technologies, Foster City, CA) was designed using validated assays. Gene expression assay information is in Additional File 8. 40 genes were selected for inclusion on the low-density array (LDA) on the basis of differential expression and low FDR, and seven endogenous control genes [9] were also included. Gene validation studies were carried out using the ABI 7900 Real Time PCR System as previously described [9].

Relative fold-inductions were calculated by the ΔΔC_T _method as described previously [54] using SDS version 2.3 software (Life Technologies). We applied geNorm [55] to the seven endogenous control genes on the LDAs to determine the most appropriate genes for normalizing the fold-change results. The LDA data were normalized to the geometric mean of peptidylprolyl isomerase A (*PPIA*) and ubiquitin C (*UBC*) gene expression levels. We used qRT-PCR measurements of 40 genes across the entire time course and used the median of ratios to control at each time point to generate heatmaps. BRB-ArrayTools was used to generate a heat map visualizing the median logarithmically transformed expression ratios for all four replicates generated by both microarray and qRT-PCR to compare gene expression across time and between measurement methods. qRT-PCR expression data are provided in Additional File 8.

### Clustering Microarray and PCR Data

We used two clustering methods to cluster the data. The STEM algorithm and software, described below, was developed by Ernst et al. [23]. We also proposed an approach using relevant features of the time course. Both methods are non-parametric forms of clustering, in the sense that they do not impose distributional or model-based assumptions on the data.

For the purpose of both clustering algorithms, expression measurements for a given gene, g, and replicate, r, for irradiated (*A*) and bystander (*B*) samples were represented as a function of control (*C*) expression, as *x_igr _= log_2_(A_igr_/C_igr_) *or *x_igr _= log_2_(B_igr_/C_igr_)*, where *i=*1,2,..., *n*, *n *is the number of time points used, *x_igr _*indicates the relative expression measurement for irradiated or bystander genes at the time point *i*, *A_igr _*is the unlogged expression in the irradiated sample at time point *i *and *B_igr _*is the unlogged expression in the bystander sample at time point *i*. We used *x_igr _*for both alpha and bystander expression here because the methods were agnostic to the particular treatment being considered. Representing the data as a ratio was possible because of the paired nature of the data. Irradiated data and bystander data were clustered separately for the microarray data but together for the smaller qRT-PCR data set.

### STEM method

First, we used the STEM (Short Time series Expression Miner) algorithm and software presented in [23] (Java implementation with a graphical user interface available from http://www.cs.cmu.edu/~jernst/st/). Briefly, a set of model profiles based on units of change, *c*, was defined. For example, if *c *= 2 then, between successive time points, a gene can go up either one or two units, stay the same, or go down one or two units. The clustering system may also define one unit differently for different genes. Thus, the number of possible profiles for n time points is (2*c*+1)^*n*-1^. From these possible expression profiles, a set of candidate profiles, size m, which was user-defined, were chosen such that the minimum distance between any two profiles was maximized. Each gene was assigned to the closest profile using a Pearson correlation based distance metric. To determine significance level for a given cluster, a permutation based test was used to quantify the expected number of genes that would be assigned to each profile if the data were generated at random. Therefore, while all genes were clustered, not every gene was in a significant cluster.

Inputs to the algorithm were the logged median expression for each gene and the parameters, *c *and *m*, discussed above. The logged median expression for a given gene was defined as $u_{i}=\underset{r}{med}\;x_{igr}$, where *i *= 1,2,..., *n*, *n *is the number of time points, *r *= 1,2, ..., *R*, *R *is the number of replicates, *x_igr _*is the expression at time point *i *for gene *g *and replicate *r *. We selected the median expression over the replicates rather than the mean because it was more robust to outliers. We examined results for *c *= 1 to 3 and *m *= 25 to 200 for both irradiated and bystander data, results were similar across clusterings.

### Features-Based PAM Algorithm (FBPA)

We now provide a description of the FBPA clustering method. An extended comparison of FBPA with other time course analyses methods can be found in [27], where we also describe the performance of FBPA on other real data sets as well as simulated data sets. As a first step, characteristics of the data were summarized in a number of well-chosen features: slopes between adjacent time points, maximum and minimum expression ratios, time of maximum and minimum expression, and steepest positive and negative slope, for a total of 12 features. Selection of these features represented our goal of being able to understand and describe profiles of expression over time.

#### Slope between adjacent time points

The slope was chosen as a feature because it is a measure of the change in expression over time, and is a first order approximation of the shape of the curve or gene expression profile. To calculate this we appended an initial measurement of zero to the expression and time for each replicate to capture the initial slope. We then calculated the median slope between each pair of adjacent time points. For a given gene, *g*, we created a vector of median slopes, *v*, for each profile as $v_{ig}=\underset{r}{med}\left(\frac{x_{(i+1)gr}-x_{igr}}{t_{i+1}-t_{i}}\right)$, where *i *= 1,2,..., *n*-1, *n *is the number of time points, *r *= 1,2,..., *R*, *R *is the number of replicates, *x_igr _*is the expression at time point *i *for gene *g *and replicate *r *and *t *is the time at time point *i*. Thus, for *n *time points, there were *n-1 *distinct slopes.

#### Maximum and minimum expression ratios

The maximum and minimum expression ratios were important for finding genes with the same magnitude of expression. Biologically, maximum and minimum expression ratios reflected the impact of signaling via specific transduction pathways and represented the best window of measurement of this change [56]. These measurements were found from the median ratios over all replicates for a given gene across time points. The maximum expression for a given gene was defined as $\underset{i}{\max}\;\underset{r}{med}\;x_{igr}$ and the minimum expression was defined as $\underset{i}{\min}\;\underset{r}{med}x_{igr}$, where *i *= 1,2,..., *n*, *n *is the number of time points, *r *= 1,2,..., *R*, *R *is the number of replicates, *x_igr _*is the expression at time point *i *for gene *g *and replicate *r*.

#### Time to maximum and time to minimum expression

Time to minimum and maximum expression and slope between measurements reflect the dynamics of individual gene expression and in many cases where common patterns are observed indicate coordinate control of transcription rates of a group of genes by a common transcription factor [56]. The time of maximum expression for a given gene was defined as the *i *corresponding to $\underset{i}{\max}\underset{r}{med}x_{igr}$ and the minimum expression was defined as the *i *corresponding to $\underset{i}{\min}\underset{r}{med}x_{igr}$, where *i *= 1,2,..., *n*, *n *is the number of time points, *r *= 1,2,..., *R*, *R *is the number of replicates, *x_igr _*is the expression at time point *i *for gene *g *and replicate *r*.

#### Steepest positive and steepest negative slopes

The steepest positive and negative slopes indicate the maximum rate of over-expression and under-expression. This feature was selected because it emphasizes these extreme rate changes. The measurements were defined using the median slope as described above and taking the maximum positive slope and the maximum negative slope. Thus, the steepest positive slope for a given gene was defined as $\underset{i}{\max}v_{i}$ and the steepest negative slope was defined as $\underset{i}{\max}(-v_{i})$, where *i *= 1,2,..., *n*-1, *n *is the number of time points, *v *is the slope between time point *i *and *i+*1.

Following this, we used the PAM algorithm [28] to cluster the data. Inputs to the algorithm were all of the features described above with equal weight on each. Euclidean distance was used to measure dissimilarity among the selected features.

The number of clusters, k, was determined via the gap statistic [31]. Here, we examined the gap from *k *= 3-15 for both irradiated and bystander conditions. The number of clusters *k *is generally chosen where gap(*k*)>gap(*k*+1)-s*_k _*and s*_k _*is the estimate of standard deviation from the gap. However, we examined all "elbow points" on the graphs and presented those that provide the best results in terms of separation of clusters and the homogeneity metric.

### Evaluating clustering methods

In general, cluster validity can be assessed on three bases: within method metrics, between-method metrics and cluster significance [57]. First, within-method metrics were used to validate cluster quality. By definition, objects within a given cluster were assumed to be similar, while those in different clusters were dissimilar. In FBPA, we used within-method clustering metrics to measure cluster homogeneity and separation. Because the STEM algorithm obfuscated its derived gene profiles, this was not possible for the STEM clustering. Homogeneity is a metric that measures the amount of variation within clusters, showing the tightness of the cluster. It is defined as the average distance of an element to its cluster center over all data points: $H_{ave}=\frac{1}{P}\sum_{i=1}^{P}D\left(g_{i},F(g_{i})\right)$ where *P *is the total number of genes in the cluster *D *is a distance function, g_i _is the ith gene and *F(g_i_) *is the cluster centroid for *g_i_*. Thus, the closer *H_ave _*is to zero the tighter the clustering is. We used Euclidean distance for *D*. However, the scale of "good" and "bad" were difficult to determine. Here we took measurements greater than three as showing poor homogeneity and measurements less than two as showing good homogeneity. To measure separation, we used the average silhouette [58]. First, an individual silhouette, *s(i)*, ranging from -1 to 1 was measured for each gene. This measured the average distance to all the elements in its assigned cluster and compared it to that of the closest cluster. An average silhouette width over 0.5 suggested a strong structure, 0.25-0.5 suggested a reasonable structure, and <0.25 suggested no substantial structure.

Second, between-method metrics were used to evaluate cluster agreement. Here, we validated findings between the two methods as well as between each method and manually curated clustering. The Rand index [7] was used to measure similarity of the two clustering algorithms; it ranged from 0 to 1 and the closer to 1, the more similar the two clustering algorithms are. However, this index approaches 1 as the number of clusters increases. Other options are also possible [59,60].

Third, cluster significance methods focus on the likelihood that the cluster structure has not been formed by chance. A fundamental difference between the above two clustering algorithms was that STEM pre-determines cluster patterns and, while it assigned all genes to clusters, it only designated some clusters as significant. Cluster significance was determined by a permutation based test, used to quantify the expected number of genes that would be assigned to each profile if the data were generated at random. In this way, the STEM algorithm measured cluster likelihood. We did not provide this for FBPA. The within-method silhouette and homogeneity metrics allowed us to look "under the hood" at individual clusters and make inferences on them. Given the caveat that these validation metrics are guidelines, ultimately subject to biological validation of patterns in gene expression, we felt that this approach was reasonable in the exploratory data analysis framework. It is also worth mentioning here that the significant clusters determined by STEM did not necessarily imply biologically significant clusters.

### Validation of clustering on qRT-PCR measurements

We used qRT-PCR confirmed genes as a smaller subset of genes to assess between method clustering. Because of the small number of genes used, the 80 irradiated and bystander curves were clustered together. After examining results for various parameter combinations using STEM, we found that results were relatively consistent around the choice of c. Smaller values of c resulted in fewer genes being clustered. Thus, we selected c = 3 and m = 25 for further analysis. This run clustered 57 out of the 80 cases (71%). The Rand Index to the manually curated clustering was 0.486 for the directly irradiated cases and 0.483 for the bystander cases, indicating average similarity to the manually curated standard. Here we see the STEM algorithm shows more noise. This is potentially because we chose a higher value for the units of change (c = 3) but a lower number of pre-defined profiles (m = 25). We did this to significantly cluster more genes, but the cost is higher noise in the resulting profiles. Nevertheless, the clusters did show distinct patterns.

To confirm results, we also clustered the median expression curves generated by qRT-PCR using FBPA. Again, because of the small number of genes confirmed by PCR, we clustered irradiated and bystander genes together and used the results to measure agreement only. Using the gap statistic method and plot, we examined k = 3 and k = 8 further. Based on within-method evaluation, we determined to use 8 clusters, which showed both better separation in terms of the average silhouette and better homogeneity. For k = 3, the average homogeneity was 3.969 and the average silhouette was 0.385. For k = 8, we had an average homogeneity of 2.345 and an average silhouette of 0.402. Because reasonable structure was found with k = 8, we chose this clustering. The Rand Index to the manually curated standard was 0.607 for the directly irradiated cases and 0.661 for the bystander cases, indicating good similarity.

### Gene ontology and pathway analysis

Following the separate clustering analysis of irradiated and bystander gene expression curves, we imported the gene sets from each cluster into PANTHER [33]. The genes/proteins in each list were mapped, and then functionally annotated and searched for significant functional enrichment using the PANTHER pathways and biological processes categories. Categories with a Bonferroni-corrected p-value less than 0.05, as calculated by the PANTHER software, were considered significant.

The sets of genes after clustering were also separately imported into Ingenuity Pathways Analysis (IPA) (Ingenuity^® ^Systems, http://www.ingenuity.com) to analyze network interactions between the genes. We applied pathway analysis as a complementary method of biological analysis of the gene groups generated by clustering. This approach allowed us to visualize potential interactions between the members of clusters, and to look for common upstream regulators. We applied very specific criteria, limiting our analyses to relationship type "expression/transcription" and molecule type "only upstream transcriptional regulators of genes," to each cluster of genes one by one. In clusters dominated by down-regulated genes, we also queried potential coordinated targeting by microRNA species that can suppress mRNA levels of more than one gene.

### Western Blots

For protein isolation directly irradiated (outer dish) and bystander (inner dish) cells were separated and trypsinized at specified times (30 minutes, 1 hour and 4 hours) after irradiation. Cells were collected, washed and lysed in 25% glycerol, 40 mM HEPES at pH 7.5, 1 mM DTT, 0.35 M NaCl, 0.5% NP-40 and Protease inhibitor mixture (HALT, Thermo Scientific). Protein concentrations were determined using the bicinchoninic acid method (Pierce) and measured using the Nanodrop-1000 spectrophotometer (Thermo Scientific). 50 micrograms of protein was used for western analysis and separated on 4-12% Tris-Glycine gradient polyacrylamide gels (Invitrogen, cat#EC6035BOX). Primary antibodies were from Abcam: HDAC1 (cat # ab46985), HDAC2 (cat# ab12169), and KDM5B (cat# ab50958) and from Chemicon: actin (cat# mab 1501). Secondary antibodies were conjugated to horseradish peroxidase and signals were detected using enhanced chemi-luminescence (Amersham, GE). Relevant bands were quantified by densitometry using Image J (NIH, http://rsb.info.nih.gov/ij/), background corrected and normalized to actin levels, then compared to time matched controls.

## List of abbreviations

FBPA: Feature based portioning around medoids algorithm; STEM: Short time series expression miner; NF-κB: Nuclear factor kappa B; HDAC: Histone deacetylases; BEIR: Biological Effects of Ionizing Radiation; PANTHER: Protein analysis through evolutionary relationships; qRT-PCR: quantitative reverse-transcription and polymerase chain reaction; GEO: Gene expression omnibus; FDR: False discovery rate; GO: Gene ontology;

## Authors' contributions

SAG and AS drafted the manuscript. SAG designed the study and performed all biological experiments and analyses. MM and AS carried out the cluster analyses and developed the supporting statistical methods. SAA and MM conceived of the study and participated in the design of experiments and the writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Manually curated clustering, pdf file**. Click here for file

Additional file 2 **STEM clustering on irradiation gene response, MS excel file**. Click here for file

Additional file 3 **FBPA clustering on irradiation gene response, MS excel file**. 

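This supplement lists the cluster of each gene when the 12 features of the irradiated profiles are partitioned around medoids. When the clusters were derived again from the array files, 175 of 237 probes were placed as in this list (Rand index 0.782). With the times of the extremes in hours in place of the index, 233 were (Rand index 0.976).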

Click here for file

Additional file 4 **STEM clustering on bystander gene response, MS excel file**. Click here for file

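For bystander profiles the re-derived FBPA clusters placed 171 of 236 probes as the authors' list does (Rand index 0.806), and 191 with the times in hours (Rand index 0.862).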

Additional file 5 **FBPA clustering on bystander gene response, MS excel file**. Click here for file

Additional File 6 **Metallothionein expression levels in irradiated and bystander cells, pdf**. Click here for file

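The supplement of processed array data gives, for each gene, treatment and time point, the median log2 ratio over 4 experiments. Of its 2844 values, 2766 were matched to within 0.001 by medians taken from the unscaled deposited intensities of the arrays, and 1 by medians after 75th percentile scaling.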

Additional file 7 **Microarray data from irradiated and bystander cells, MS excel file**. Click here for file

Additional file 8 **qRT-PCR data from irradiated and bystander cells, MS excel file**. 

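The table gives folds over control from the ΔΔCT method for each gene, treatment and time point. In it the median log2 ratio over 31 genes was highest at 4 hours after irradiation, at 2.23 beside 1.75 on the arrays, and in bystander cells 1.81 beside 2.07 at that time.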

Click here for file

# Supplementary material for: Time-series clustering of gene expression in irradiated and bystander fibroblasts: an application of FBPA clustering
**Source:** BMC Genomics. 2011 Jan 4;12:2. doi: 10.1186/1471-2164-12-2

## Additional File 1. Manually curated clustering

(1) no early peak; no change; (2) 2 peaks, 2 dips; (3) 2 peaks and 2 dips with a shallow second dip; (4) 2 peaks and 1 dip; (5) 2 peaks, 1 dip with a low magnitude first peak (6) 2 peaks and 1 dip with a high magnitude first peak and (7) down at 4 hours.

**A. Cluster 1**

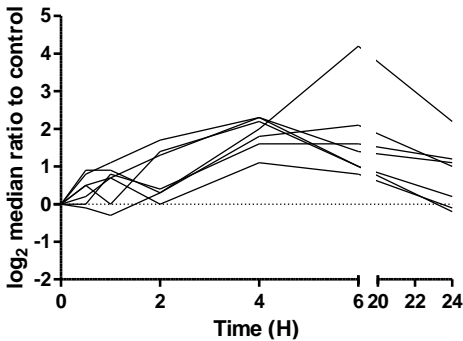

**B. Cluster 2**

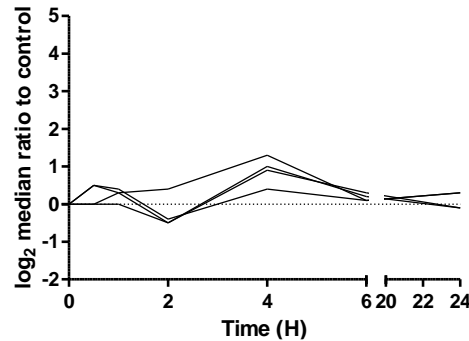

**C. Cluster 3**

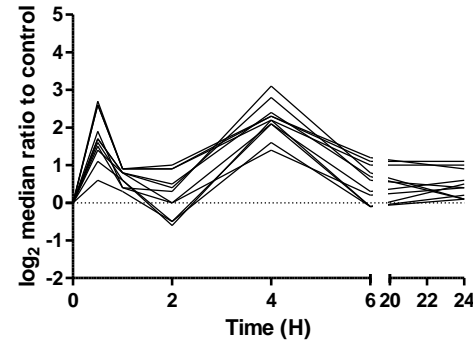

**D. Cluster 4**

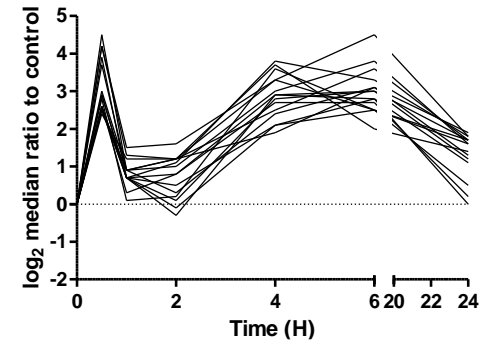

**E. Cluster 5**

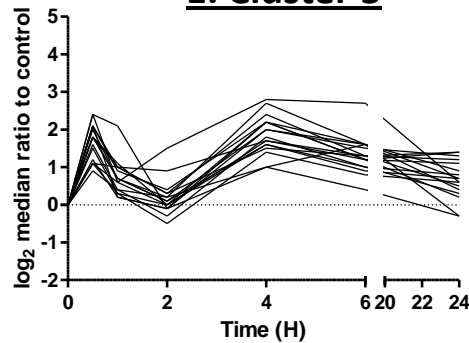

**F. Cluster 6**

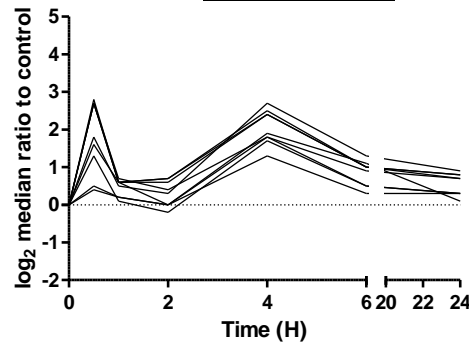

**G. Cluster 7**

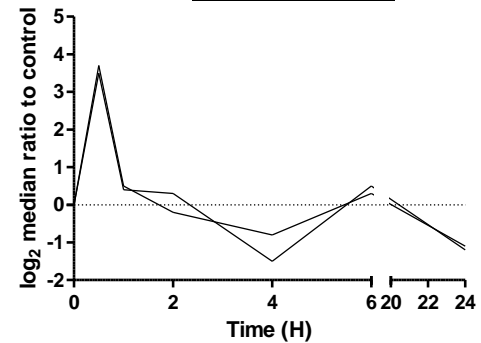

**Supplement:** Additional file 1 — Manually curated clustering, pdf file.

# Supplementary material for: Time-series clustering of gene expression in irradiated and bystander fibroblasts: an application of FBPA clustering
**Source:** BMC Genomics. 2011 Jan 4;12:2. doi: 10.1186/1471-2164-12-2
**Supplement:** Additional File 6 — Metallothionein expression levels in irradiated and bystander cells, pdf.

**A.**

### Metallothionein Gene expression Irradiated

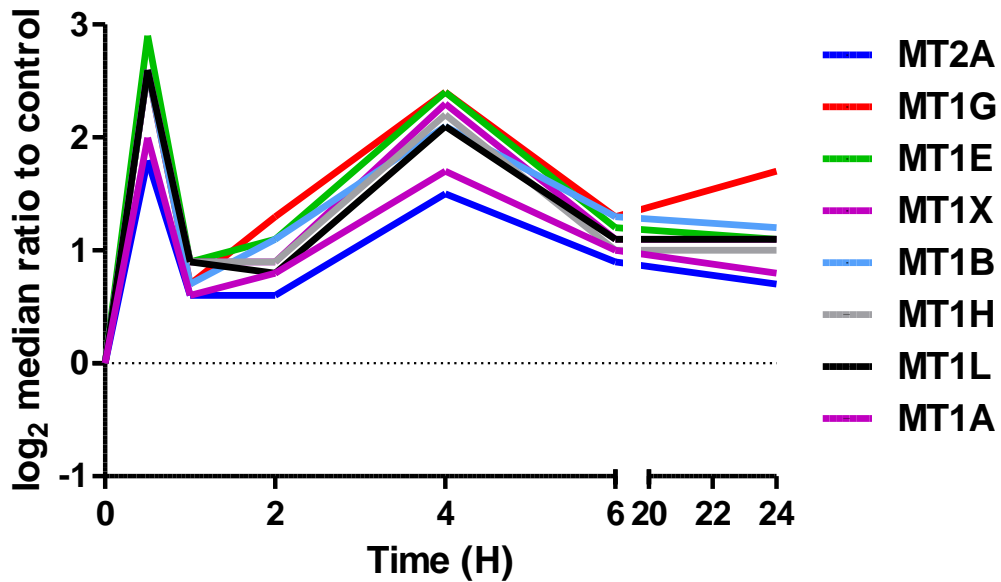

**B.**

### Metallothionein Gene expression Bystander

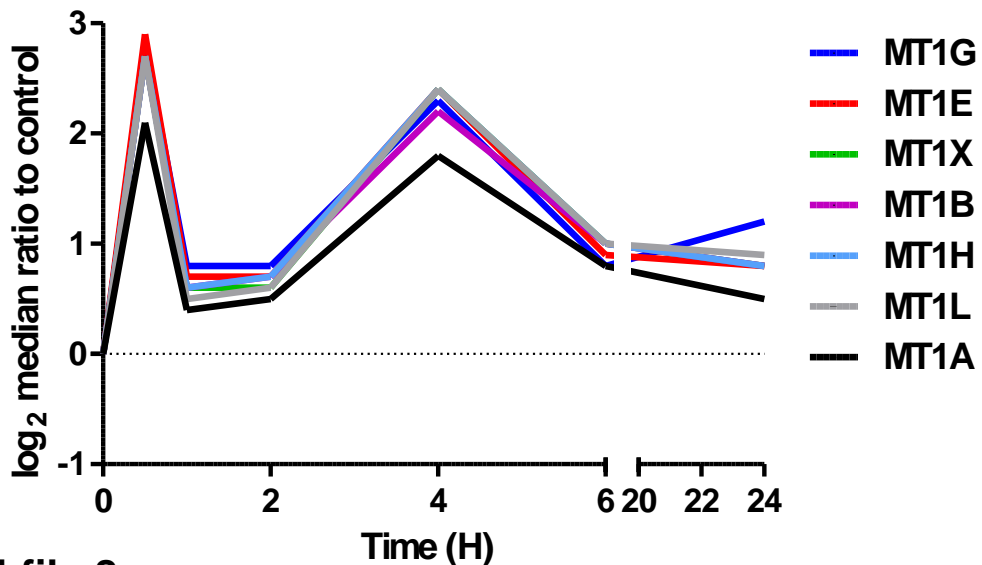

## Additional file 8

- Gene expression of Metallothionein genes after direct irradiation from FBPA Cluster 3 are displayed as time course plots of median log<sub>2</sub> gene expression ratios in irradiated vs. non-irradiated controls. Data are medians across four independent biological replicates. Time is shown in hours (H).
- Gene expression of Metallothionein genes after bystander treatment from FBPA Cluster 4 are displayed as time course plots of median log<sub>2</sub> gene expression ratios in bystander vs. non-irradiated controls. Data are medians across four independent biological replicates. Time is shown in hours (H).

How the deposited data were processed for this re-analysis (not part of the article)

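The data were 72 scanner outputs, 1 for each array, covering control, irradiated and bystander IMR-90 cells at 6 time points in 4 experiments. For each spot the authors deposited the intensity after background subtraction and a correction for spatial trends on the slide, as the file headers state, and no normalization between arrays. The log2 values used here were taken from these intensities as deposited, and the authors' own table of log2 values was used only as an alternative. The units were checked against the files before any comparison. Of the 2844 median log2 ratios in the authors' supplement, 2766 were matched to within 0.001 by medians of the unscaled values, 2656 by medians of the authors' table and 1 by medians after scaling to the 75th percentile.

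Each array had 43376 spots other than controls, for 41000 probes. Control spots were left out, spots with the non-uniformity flag were set to missing, and the remaining spots of a probe were averaged. The filter followed the paper's rule, and removed probes with more than 10% of the 72 arrays not well above background or non-uniform, which left 25246 probes. At most 3 spots of an array were saturated and at most 0.544% were non-uniform. Signal over background limits what can be said of the probes that the filter removed. Gene symbols came from the deposited annotation, and 25540 of the 41000 probes had an accession found in the reference table.

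Arrays were grouped by treatment and time point as their descriptions give them. The methods state that the irradiated, bystander and control samples of an experiment were handled in parallel and came from the same pool of cells, and the ratios in the paper are paired, so the replicate number was taken as the experiment and used as a block. The pairing was also looked at in the data, after the mean of each group was taken off. Arrays of the same number at the same time had correlations above 0.1 in 12 of 12 pairs at 0.5, 1, 2 and 24 hours and in 10 of 12 at 4 and 6 hours, with medians from 0.362 to 0.635, against medians from -0.227 to -0.126 for arrays of different number. Arrays of the same number often lay on the same slide, and those of number 1 did at every time point. These correlations alone therefore cannot tell the experiment from the slide.

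For each time point a linear model with treatment and experiment was fitted to 12 arrays with limma 3.58.1 in R 4.3.3, with 6 residual degrees of freedom, empirical Bayes moderation with an intensity trend, and Benjamini-Hochberg adjustment over the probes tested. The prior degrees of freedom ran from 6.92 at 1 hour to 29.6 at 4 hours and were infinite at 24 hours. A probe's own spread thus counted for little at 4 hours and not at all at 24 hours. The p-values do not measure the SD over pairs printed beside a ratio. The threshold was an adjusted p below 0.10, the limit that the paper states. The 3 contrasts taken were irradiated against control, bystander against control and irradiated against bystander. The arrays of different time points lay on different slides, so no contrast between time points was tested.

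FBPA was written in R with cluster 2.1.8.1. The features were 6 slopes with a value of 0 at time 0, the highest and lowest ratio, their times and the steepest slopes, clustered around medoids with Euclidean distance. Homogeneity was the mean distance to the cluster's centroid. The paper's text gives the time of an extreme as the index of the time point, and the index was used. Before the scanner outputs were available, 4 readings were tried on the medians in the supplement (index or hours, each unscaled or scaled to SD 1), and unscaled hours came closest to the paper's clusters. The index was kept as the main reading because the paper's definition states it, and the other 3 are alternatives. The gap statistic used k from 3 to 15 and 100 reference draws. STEM was not available, and its profile choice, assignment and permutation test were written again in R with an adjusted p below 0.05, with c = 3 and m = 50 after irradiation and c = 3 and m = 100 in bystander cells. A figure legend of the paper gives c = 2 for the irradiated data where the text gives c = 3.

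The copy of the supplement lists 237 probes of the paper's gene list, and these are called the studied probes. The biphasic, late and falling patterns were counted by a rule with a limit of 1.5-fold. Variation between experiments was compared with an exact sign-flip test over the 6 time points, whose smallest p is 0.031. Array and qRT-PCR ratios were compared for 31 genes with the highest mean intensity probe of each gene. Gene lists for NF-kB targets, immediate early genes, proliferation genes and metallothioneins were written from general knowledge and tested with limma's camera at a preset correlation of 0.01, with 90 tests adjusted together, and with fry and with camera at an estimated correlation as alternatives. The results of 1 gene and of 1 further gene list, which stays among the 90 tests, are not reported here.

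The analysis plan, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from the slide as a fixed block and the scaling to added transcripts, which were chosen after seeing the data. The genes named in the text are every gene to which the results section of the paper gives a response of its own, the regulators it names, and the members of any FBPA cluster of 6 or fewer probes, of which the re-derived clusterings at k = 4 and k = 5 had none. They also include, for each treatment against control at each time point, the 3 probes with a symbol that rose most and the 3 that fell most among those past the threshold and changed the same way in all 4 pairs. For a gene with several probes the probe with the highest mean intensity was used.

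The alternatives were scaling to the 75th percentile, quantile normalization, normexp background correction with an offset of 50, the authors' table, dim spots set to missing, each replicate left out, no probe filter, no replicate block, the slide as a random block (statmod 1.5.0), all 72 arrays in 1 fit, no intensity trend, a threshold of 0.05, and for clusters other readings of the features and single experiments.

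The fitting code was tried on simulated values with known answers. With 200 changed probes, limma with the block recovered 199 with 14 false calls at 0.5 hours and 196 with 21 false calls at 4 hours, and without the block 187 and 182 with 1 false call each. With no changed probe and the brightness of the real arrays, 93 probes were called at 2 hours after irradiation and 57 at 4 hours in bystander cells, and 0 with equal brightness. The data gave 6914 and 3727 there. These simulated values had independent noise and no difference between experiments, unlike the data, so they do not size the effect of brightness. FBPA placed 237 of 237 simulated profiles correctly (silhouette 0.838) when their extremes fell at distinct times. A simulation made earlier, in which several time points shared an extreme, gave 223 of 237 (silhouette 0.419), under the limit of 230 set for it. The STEM code placed 233 structured and 0 random profiles in significant clusters.

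Enrichment in PANTHER and networks from Ingenuity need databases that were not used here, the Rand index to the curated clusters needs a table that was not used here, and the protein measurements were not analysed here.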

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

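Of the tests in this part, those of the other probes of a gene, of the studied probes at 4 hours and of irradiated against bystander cells at 2 hours were chosen only after the result was seen, as were the readings of the outlying array and of the 2-hour difference.

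The control array of experiment 3 at 0.5 hours was far from the other 3 controls of that time, with a 75th percentile of log2 intensity of 9.60 against 10.59 to 10.66. Its gap divided by the range was 0.937, above Dixon's limit for 4 samples, and it was the only array above the limit in 18 groups, where chance gives about 1 in 20. The added transcripts on this array lay -0.0646 from those of the nearest control array, in the same direction, while its genes lay -0.99 away. Poor labelling or scanning of the whole array would lower both and may explain only the small shift of the added transcripts, but a lower amount of cell RNA in the labelling cannot be told apart from a biological difference with 1 array. No biological explanation was tested, since the array is a sham-irradiated control. Without replicate 3 the number of probes past the threshold at 0.5 hours rose from 206 to 2147 after irradiation and from 253 to 1353 in bystander cells.

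At 2 hours 2 probes differed between irradiated and bystander cells. BBC3 (A_23_P382775) was higher in irradiated cells by 1.83 ± 0.21 (limma adjusted p = 0.018) and BTG2 (A_23_P62901) by 1.56 ± 0.64 (limma adjusted p = 0.066), each in 4 of 4 experiments. Both rose after irradiation, by 1.18 and 1.09, and stood at -0.66 and -0.47 in bystander cells, where limma called 0 probes at 2 hours (4926 at unadjusted p under 0.05) and the median of all probes was -0.26. With 75th percentile scaling 11 probes passed, among them BTG2 and the 2 probes of CDKN1A but not BBC3. Over the alternatives the count ran from 0 to 13, with 0 without replicate 3, without the replicate block, with the slide as a random or a fixed block and with all 72 arrays in 1 fit. Of the 8 ways to assign the labels that part the pairs, the real one gave the highest count, and the other 7 gave 0, but with 8 ways chance cannot be excluded. A damage response that is stronger after direct irradiation is a candidate explanation, which these 11 probes do not settle.

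Outside the studied list, 129 probes passed at 0.5 hours, 6843 at 2 hours, 47 at 4 hours, 4309 at 6 hours and 59 at 24 hours after irradiation, and 182 at 0.5 hours, 3545 at 4 hours, 23 at 6 hours and 12 at 24 hours in bystander cells, all against sham-irradiated controls. The paper reports on its studied list only. Unequal brightness of the arrays may account for part of the count at 2 hours after irradiation, and how large a part is not settled. A simulation with the real brightness, independent noise and no changed probe called 93 there. At 2 hours after irradiation the added transcripts lay below control in 4 of 4 experiments, by -0.48 ± 0.21 (log2, SD), beside a median of -0.38 over all probes, and with 75th percentile scaling 1459 probes passed, of which 745 were shared. At 6 hours after irradiation the added transcripts also lay below control in 4 of 4 experiments, by -0.30 ± 0.20, beside a median of -0.34 over all probes, and with scaling 2656 probes passed, of which 1707 were shared. At 4 hours in bystander cells the added transcripts lay at 0.42 ± 0.90, with 0.65, 0.94, 1.01 and -0.92 in the 4 experiments beside medians over all probes of 0.64, 0.43, 0.83 and -0.15, so the shift of the transcripts goes with that of the genes but is too variable over 4 experiments to decide. Scaling left 150 probes there, of which 129 were shared.

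Over 24 pairs of arrays the shift of the added transcripts rose with the median shift of all probes, with r = 0.820 after irradiation (permutation p = 4e-05, Spearman's rho 0.789) and r = 0.655 in bystander cells (permutation p = 4e-04, Spearman's rho 0.502). Without the 2 most extreme pairs r was 0.645 and 0.481. Labelling, hybridisation and scanning are common to added transcripts and genes, so these pooled values go with differences in array brightness that the unscaled analysis keeps. The match was not complete. Within time points r was above 0 at 4 of 6 in each treatment. The 2 shifts had the same sign in 19 of 24 pairs after irradiation and in 15 of 24 in bystander cells. At 1 hour in bystander cells the genes lay above control in 4 of 4 experiments (mean 0.16), and the transcripts below it in 3 of 4 (mean -0.25). A change in the amount of RNA per cell stays open and was not tested.

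More studied probes passed at 4 hours in bystander cells (182) than after irradiation (119). With 75th percentile scaling the order was the other way, with 117 in bystander cells and 173 after irradiation, a difference of -56, so the order depends on scaling. This scaling takes out array brightness and a real shift of all genes alike, so it cannot tell them apart. Scaling to the added transcripts, chosen after the result was seen, does not use the genes, and it lowered the bystander count too. The shift of these transcripts at 4 hours in bystander cells, 0.42 ± 0.90, is too variable over 4 experiments to decide.

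Of the probes outside the studied list that fell by 4-fold or more, that of MYH11 fell in bystander cells at 0.5 hours by -2.50 and that of KCNK3 after irradiation at 6 hours by -3.50. For these 2 genes another probe also fell past the threshold, by -2.32 for each, and that of MYH11 is in the studied list. A fault of single probes is argued against for these 2 genes. AP2B1 and USP21 are 2 genes whose other probe stayed within 1 log2 unit of the median of all probes, which is consistent with a fault of the single probe. AP2B1 fell by -4.26 at 6 hours after irradiation and its other probe by -0.68 (limma adjusted p = 0.15), and USP21 fell by -2.11 at 2 hours with -1.02 for its other probe (limma adjusted p = 0.044) where the median of all probes was -0.38. For 8 genes no other probe passed the filter (CCL11, FKBP10, SHISA3, FMO2, TAAR5, C21orf121, SLCO4A1 and PRSS35), and a probe fault cannot be told apart from a decrease. C7 fell by -2.74 in bystander cells at 24 hours, and its other probe by -1.67 without passing (limma adjusted p = 0.27). With 75th percentile scaling the decreases of C7, USP21, SHISA3, FMO2, C21orf121 and SLCO4A1 no longer passed. Those of FKBP10 at 24 hours after irradiation and of PRSS35 in bystander cells were lost too. The decreases of MYH11, KCNK3, AP2B1, CCL11 and TAAR5 still passed, as did FKBP10 at 0.5 hours and PRSS35 after irradiation.

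Labels were also assigned in the 8 ways that part every pair of a time point, with the real way included. The real way gave the highest number of probes past the threshold, all probes and studied probes alike, at 0.5, 4 and 6 hours in both treatments, at 2 hours after irradiation and at 24 hours in bystander cells, which is 1 of 8. At 24 hours after irradiation 4 of 8 ways gave as many, the next largest with 16574 probes and 168 studied probes. Where the real count was 0, 8 of 8 ways gave as many, and at 2 hours in bystander cells another way gave 17266. A share under 1 in 8 cannot be reached, so chance cannot be excluded for any of these counts. A further 27 ways that do not part the pairs gave, for a treatment against control, up to 15232 probes, at 24 hours after irradiation.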

How the results depend on the processing

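Of the tests in this part, those with spike-in scaling and with the slide as a fixed block were chosen only after the result was seen. Unscaled and with the replicate block, limma called 206 at 0.5 hours, 0 (limma, 6713 at unadjusted p under 0.05) at 1 hour, 6914 at 2 hours, 166 at 4 hours, 4445 at 6 hours and 69 at 24 hours after irradiation, and 253 at 0.5 hours, 0 (limma, 4232 at unadjusted p under 0.05) at 1 hour, 0 (limma, 4926 at unadjusted p under 0.05) at 2 hours, 3727 at 4 hours, 54 at 6 hours and 15 at 24 hours in bystander cells, and 2 at 2 hours, 0 (limma, 3564 at unadjusted p under 0.05) at 4 hours and 0 (limma, 282 at unadjusted p under 0.05) at 6 hours between irradiated and bystander cells. Of the studied probes it called 77 at 0.5 hours, 0 (limma, 149 at unadjusted p under 0.05) at 1 hour, 71 at 2 hours, 119 at 4 hours, 136 at 6 hours and 10 at 24 hours after irradiation, and 71 at 0.5 hours, 0 (limma, 132 at unadjusted p under 0.05) at 1 hour, 0 (limma, 61 at unadjusted p under 0.05) at 2 hours, 182 at 4 hours, 31 at 6 hours and 3 at 24 hours in bystander cells. Counts given below are those that left the range of 1.5 times these, and for every change given here the cause was not tested, apart from the stricter threshold, which calls fewer probes by its construction. For genes that reversed, the unscaled log2 ratio with the replicate block is given first.

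Under 75th percentile scaling limma called 2500 at 0.5 hours, 1459 at 2 hours, 253 at 4 hours, 2656 at 6 hours and 44 at 24 hours after irradiation, and 1772 at 0.5 hours, 54 at 2 hours, 150 at 4 hours and 0 (limma, 2813 at unadjusted p under 0.05) at 24 hours in bystander cells, and 11 at 2 hours and 2 at 4 hours between irradiated and bystander cells. Studied probes with 75th percentile scaling numbered 162 at 0.5 hours and 18 at 24 hours after irradiation, and 144 at 0.5 hours, 18 at 2 hours, 117 at 4 hours and 0 (limma, 128 at unadjusted p under 0.05) at 24 hours in bystander cells. FBPA with 75th percentile scaling gave an irradiated silhouette of 0.274 at k = 4 and 0.277 at k = 11, and an irradiated largest cluster of 80 at k = 4, and a bystander homogeneity of 2.61 at k = 3, and a bystander silhouette of 0.272 at k = 3. Metallothionein medians with 75th percentile scaling were 1.33 at 2 hours after irradiation, 1.48 at 6 hours after irradiation and 1.14 at 6 hours in bystander cells. Patterns with 75th percentile scaling were 33 late profiles in bystander cells. Gene lists with 75th percentile scaling passed at 1 time point for NF-kB targets between irradiated and bystander cells. Reversed with 75th percentile scaling were, after irradiation, CXCL2 (-0.00326 to 0.38), CXCL5 (-0.10 to 0.28), HDAC2 (-0.24 to 0.14), TP73 (-0.27 to 0.11), MT3 (-0.0765 to 0.30) and ESF1 (-0.19 to 0.19) at 2 hours, CXCL5 (0.23 to -0.00244), TNFRSF10C (0.0541 to -0.18), KDM5B (0.0409 to -0.20), HDAC1 (0.0191 to -0.22), RELA (0.14 to -0.0938), NFKB1 (0.22 to -0.0156), SLCO4A1 (0.15 to -0.0860) and PRSS35 (0.21 to -0.0301) at 1 hour, FAS (-0.12 to 0.28), SAT1 (-0.20 to 0.20), HDAC2 (-0.31 to 0.0890), TP73 (-0.18 to 0.22), MYC (-0.25 to 0.15) and MT3 (-0.23 to 0.49) at 24 hours, HDAC2 (-0.0240 to 0.34) and NFKB1 (-0.29 to 0.0744) at 6 hours, and in bystander cells, CXCL5 (-0.0577 to 0.22), CDKN1A (-0.0656 to 0.21), FAS (-0.11 to 0.16), TNFRSF10B (-0.0434 to 0.23), TNFRSF10C (-0.0852 to 0.19), MDM2 (-0.16 to 0.12), SAT1 (-0.26 to 0.010), HDAC2 (-0.14 to 0.13), TP73 (-0.16 to 0.11), MT3 (-0.0820 to 0.19) and TAAR5 (-0.0133 to 0.26) at 2 hours, CDKN1A (-0.14 to 0.0216), FAS (-0.16 to 0.00891), TNFRSF10C (-0.11 to 0.0543), HDAC2 (-0.0195 to 0.15) and MT3 (-0.10 to 0.0690) at 24 hours, TNFRSF10C (0.11 to -0.0834), KDM5B (0.0619 to -0.13), TP73 (0.0835 to -0.11), E2F1 (0.0804 to -0.11), NFKB1 (0.18 to -0.00965), MT3 (0.0182 to -0.17) and PRSS35 (0.11 to -0.0785) at 1 hour, MDM2 (0.46 to -0.00621), HDAC1 (0.21 to -0.25), E2F1 (0.27 to -0.20), RELA (0.30 to -0.17), MT3 (0.0687 to -0.40) and PRSS35 (0.21 to -0.26) at 4 hours, MDM2 (-0.0544 to 0.14), TP73 (-0.13 to 0.0691) and NFKB1 (-0.0463 to 0.15) at 6 hours. The mean difference in SD, bystander minus irradiated, reversed with 75th percentile scaling from -0.019 to 0.041.

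Under quantile normalization limma called 1939 at 0.5 hours, 1229 at 2 hours, 2755 at 6 hours and 34 at 24 hours after irradiation, and 1276 at 0.5 hours, 28 at 2 hours, 126 at 4 hours and 9 at 24 hours in bystander cells, and 13 at 2 hours between irradiated and bystander cells. Studied probes with quantile normalization numbered 144 at 0.5 hours after irradiation, and 127 at 0.5 hours, 15 at 2 hours, 99 at 4 hours and 5 at 24 hours in bystander cells. FBPA with quantile normalization gave an irradiated homogeneity of 2.32 at k = 4, and an irradiated silhouette of 0.282 at k = 4, and a bystander homogeneity of 2.61 at k = 3 and 2.09 at k = 5. Metallothionein medians with quantile normalization were 1.35 at 2 hours after irradiation, 1.40 at 6 hours after irradiation and 1.13 at 6 hours in bystander cells. Patterns with quantile normalization were 49 late profiles in bystander cells. Gene lists with quantile normalization passed at 1 time point for NF-kB targets between irradiated and bystander cells. Reversed with quantile normalization were, after irradiation, CXCL2 (-0.00326 to 0.38), CXCL5 (-0.10 to 0.28), HDAC2 (-0.24 to 0.13), TP73 (-0.27 to 0.0491), MT3 (-0.0765 to 0.31) and ESF1 (-0.19 to 0.15) at 2 hours, FAS (-0.12 to 0.28), SAT1 (-0.20 to 0.14), HDAC2 (-0.31 to 0.10), TP73 (-0.18 to 0.15), MYC (-0.25 to 0.17) and MT3 (-0.23 to 0.54) at 24 hours, TNFRSF10C (0.0541 to -0.0244), KDM5B (0.0409 to -0.11), HDAC1 (0.0191 to -0.10) and RELA (0.14 to -0.0115) at 1 hour, HDAC2 (-0.0240 to 0.29) and NFKB1 (-0.29 to 0.0490) at 6 hours, and in bystander cells, CXCL5 (-0.0577 to 0.19), CDKN1A (-0.0656 to 0.20), FAS (-0.11 to 0.13), TNFRSF10B (-0.0434 to 0.20), TNFRSF10C (-0.0852 to 0.11), MDM2 (-0.16 to 0.0278), HDAC2 (-0.14 to 0.0940), TP73 (-0.16 to 0.0193), MT3 (-0.0820 to 0.18) and TAAR5 (-0.0133 to 0.21) at 2 hours, CDKN1A (-0.14 to 0.10), FAS (-0.16 to 0.0209), TNFRSF10B (-0.21 to 0.0197), TNFRSF10C (-0.11 to 0.00795), HDAC2 (-0.0195 to 0.18), NFKB1 (-0.18 to 0.0148) and MT3 (-0.10 to 0.12) at 24 hours, MDM2 (-0.0544 to 0.16), TP73 (-0.13 to 0.0768) and NFKB1 (-0.0463 to 0.17) at 6 hours, KDM5B (0.0619 to -0.0630), E2F1 (0.0804 to -0.0840) and MT3 (0.0182 to -0.10) at 1 hour, HDAC1 (0.21 to -0.19), E2F1 (0.27 to -0.12), RELA (0.30 to -0.0827), MT3 (0.0687 to -0.31) and PRSS35 (0.21 to -0.0556) at 4 hours. The mean difference in SD, bystander minus irradiated, reversed with quantile normalization from -0.019 to 0.036. STEM placed 108 bystander probes in significant profiles with quantile normalization, against 164 unscaled.

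Under normexp background correction limma called 431 at 0.5 hours, 1895 at 2 hours and 30 at 24 hours after irradiation, and 118 at 2 hours and 7 at 24 hours in bystander cells, and 4 at 2 hours and 6 at 4 hours between irradiated and bystander cells. Studied probes with normexp background correction numbered 39 at 2 hours and 3 at 24 hours after irradiation, and 18 at 2 hours and 1 at 24 hours in bystander cells. FBPA with normexp background correction gave an irradiated homogeneity of 2.06 at k = 4, 1.52 at k = 8 and 1.35 at k = 11, and an irradiated silhouette of 0.336 at k = 8, and a bystander homogeneity of 2.41 at k = 3. Patterns with normexp background correction were 21 late profiles in bystander cells and 23 falling profiles in bystander cells. Gene lists with normexp background correction passed at 4 time points for NF-kB targets between irradiated and bystander cells. Reversed with normexp background correction were, after irradiation, CXCL2 (-0.00326 to 0.0251) at 2 hours, HDAC2 (-0.0240 to 0.0345) at 6 hours, PRSS35 (-0.13 to 0.0172) at 4 hours, and in bystander cells, FAS (-0.11 to 0.19), TNFRSF10B (-0.0434 to 0.00212), TNFRSF10C (-0.0852 to 0.68), MDM2 (-0.16 to 0.64), TP73 (-0.16 to 0.58), MT3 (-0.0820 to 0.0101), USP21 (-1.63 to 0.15), TAAR5 (-0.0133 to 0.52), C21orf121 (-0.91 to 0.23), SLCO4A1 (-0.66 to 0.53) and PRSS35 (-0.32 to 0.71) at 2 hours, TP73 (-0.25 to 1.01), USP21 (-0.56 to 0.28), RGMA (-1.46 to 0.0382), C21orf121 (-1.07 to 0.93), SLCO4A1 (-0.31 to 1.08) and PRSS35 (-0.52 to 0.93) at 0.5 hours. The mean difference in SD, bystander minus irradiated, reversed with normexp background correction from -0.019 to 0.143.

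Under the authors' table limma called 40 at 24 hours after irradiation, and 6 at 24 hours in bystander cells, and 5 at 2 hours between irradiated and bystander cells. Studied probes with the authors' table numbered 5 at 24 hours after irradiation, and 0 (limma, 51 at unadjusted p under 0.05) at 24 hours in bystander cells. FBPA with the authors' table gave an irradiated homogeneity of 2.06 at k = 4, and a bystander silhouette of 0.269 at k = 3. Reversed with the authors' table were, in bystander cells, SLCO4A1 (-0.29 to 0.0811) at 1 hour.

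Under dim spots set to missing limma called 40 at 24 hours after irradiation, and 6 at 24 hours in bystander cells, and 5 at 2 hours between irradiated and bystander cells. Studied probes with dim spots set to missing numbered 5 at 24 hours after irradiation, and 0 (limma, 51 at unadjusted p under 0.05) at 24 hours in bystander cells. Reversed with dim spots set to missing were, in bystander cells, SLCO4A1 (-0.29 to 0.0811) at 1 hour.

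Under no probe filter limma called 124 at 24 hours after irradiation, and 4 at 1 hour, 89 at 6 hours and 107 at 24 hours in bystander cells, and 4 at 2 hours and 86 at 4 hours between irradiated and bystander cells. Studied probes with no probe filter numbered 69 at 4 hours and 4 at 24 hours after irradiation.

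Under no replicate block limma called 19 at 0.5 hours, 0 (limma, 5600 at unadjusted p under 0.05) at 2 hours, 2 at 4 hours, 0 (limma, 3417 at unadjusted p under 0.05) at 6 hours and 0 (limma, 476 at unadjusted p under 0.05) at 24 hours after irradiation, and 2 at 0.5 hours, 9 at 4 hours, 0 (limma, 949 at unadjusted p under 0.05) at 6 hours and 0 (limma, 159 at unadjusted p under 0.05) at 24 hours in bystander cells, and 0 (limma, 39 at unadjusted p under 0.05) at 2 hours between irradiated and bystander cells. Studied probes with no replicate block numbered 18 at 0.5 hours, 0 (limma, 59 at unadjusted p under 0.05) at 2 hours, 2 at 4 hours, 0 (limma, 121 at unadjusted p under 0.05) at 6 hours and 0 (limma, 25 at unadjusted p under 0.05) at 24 hours after irradiation, and 2 at 0.5 hours, 8 at 4 hours, 0 (limma, 88 at unadjusted p under 0.05) at 6 hours and 0 (limma, 13 at unadjusted p under 0.05) at 24 hours in bystander cells.

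Under the slide as a random block in place of the replicate block limma called 26 at 0.5 hours, 0 (limma, 6794 at unadjusted p under 0.05) at 2 hours, 2 at 4 hours, 0 (limma, 3532 at unadjusted p under 0.05) at 6 hours and 0 (limma, 608 at unadjusted p under 0.05) at 24 hours after irradiation, and 30 at 0.5 hours, 7 at 4 hours, 0 (limma, 1014 at unadjusted p under 0.05) at 6 hours and 0 (limma, 344 at unadjusted p under 0.05) at 24 hours in bystander cells, and 0 (limma, 60 at unadjusted p under 0.05) at 2 hours between irradiated and bystander cells. Studied probes with the slide as a random block in place of the replicate block numbered 23 at 0.5 hours, 0 (limma, 63 at unadjusted p under 0.05) at 2 hours, 2 at 4 hours, 0 (limma, 125 at unadjusted p under 0.05) at 6 hours and 0 (limma, 30 at unadjusted p under 0.05) at 24 hours after irradiation, and 22 at 0.5 hours, 7 at 4 hours, 0 (limma, 91 at unadjusted p under 0.05) at 6 hours and 0 (limma, 23 at unadjusted p under 0.05) at 24 hours in bystander cells. Reversed with the slide as a random block in place of the replicate block were, after irradiation, IL1B (0.0302 to -0.0118) and CXCL2 (-0.00326 to 0.0333) at 2 hours, IL6 (0.61 to -0.0610) and FAS (-0.12 to 0.0542) at 24 hours, TNFRSF10C (0.0541 to -0.0255) at 1 hour, and in bystander cells, CXCL5 (-0.0577 to 0.0207) and GADD45A (0.0494 to -0.0341) at 2 hours, TNFRSF10C (-0.11 to 0.17) and HDAC2 (-0.0195 to 0.12) at 24 hours, HDAC2 (0.00632 to -0.00154) at 6 hours.

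Under the slide as a fixed block in place of the replicate block limma called 44 at 0.5 hours, 2824 at 1 hour, 3065 at 2 hours, 2 at 4 hours, 0 (limma, 3410 at unadjusted p under 0.05) at 6 hours and 0 (limma, 465 at unadjusted p under 0.05) at 24 hours after irradiation, and 48 at 0.5 hours, 46 at 4 hours, 0 (limma, 1384 at unadjusted p under 0.05) at 6 hours and 0 (limma, 472 at unadjusted p under 0.05) at 24 hours in bystander cells, and 0 (limma, 485 at unadjusted p under 0.05) at 2 hours between irradiated and bystander cells. Studied probes with the slide as a fixed block in place of the replicate block numbered 36 at 0.5 hours, 74 at 1 hour, 36 at 2 hours, 2 at 4 hours, 0 (limma, 135 at unadjusted p under 0.05) at 6 hours and 0 (limma, 28 at unadjusted p under 0.05) at 24 hours after irradiation, and 37 at 0.5 hours, 42 at 4 hours, 0 (limma, 92 at unadjusted p under 0.05) at 6 hours and 0 (limma, 26 at unadjusted p under 0.05) at 24 hours in bystander cells. Reversed with the slide as a fixed block in place of the replicate block were, after irradiation, IL1B (0.0302 to -0.0899), CXCL2 (-0.00326 to 0.10) and TNFRSF10C (0.11 to -0.0828) at 2 hours, IL6 (0.61 to -0.28) and FAS (-0.12 to 0.11) at 24 hours, TNFRSF10C (0.0541 to -0.12) and MT3 (-0.14 to 0.0186) at 1 hour, and in bystander cells, CXCL5 (-0.0577 to 0.17), GADD45A (0.0494 to -0.19) and GDNF (0.0761 to -0.11) at 2 hours, CDKN1A (0.12 to -0.0231), TNFRSF10B (0.0488 to -0.0694) and HDAC2 (0.00632 to -0.0576) at 6 hours, TNFRSF10C (-0.11 to 0.26) and HDAC2 (-0.0195 to 0.16) at 24 hours, MT3 (0.0687 to -0.10) and PRSS35 (0.21 to -0.0408) at 4 hours, PRSS35 (0.11 to -0.0191) at 1 hour.

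Under all 72 arrays in 1 fit limma called 79 at 0.5 hours, 0 (limma, 5125 at unadjusted p under 0.05) at 2 hours, 69 at 4 hours and 1556 at 24 hours after irradiation, and 96 at 0.5 hours and 27 at 24 hours in bystander cells, and 0 (limma, 75 at unadjusted p under 0.05) at 2 hours between irradiated and bystander cells. Studied probes with all 72 arrays in 1 fit numbered 51 at 0.5 hours, 0 (limma, 58 at unadjusted p under 0.05) at 2 hours, 60 at 4 hours and 35 at 24 hours after irradiation, and 44 at 0.5 hours in bystander cells.

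Under eBayes without a trend limma called 93 at 0.5 hours after irradiation, and 150 at 0.5 hours, 20 at 6 hours and 23 at 24 hours in bystander cells, and 1 at 2 hours between irradiated and bystander cells. Studied probes with eBayes without a trend numbered 12 at 6 hours in bystander cells.

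Under a threshold of 0.05 limma called 84 at 0.5 hours, 3119 at 2 hours, 1537 at 6 hours and 38 at 24 hours after irradiation, and 137 at 0.5 hours, 1657 at 4 hours, 20 at 6 hours and 8 at 24 hours in bystander cells, and 1 at 2 hours between irradiated and bystander cells. Studied probes with a threshold of 0.05 numbered 5 at 24 hours after irradiation, and 13 at 6 hours and 1 at 24 hours in bystander cells.

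Under spike-in scaling limma called 73 at 0.5 hours, 162 at 2 hours, 545 at 6 hours and 115 at 24 hours after irradiation, and 108 at 0.5 hours, 6383 at 1 hour, 63 at 2 hours, 81 at 4 hours, 337 at 6 hours and 44 at 24 hours in bystander cells, and 10 at 2 hours and 5 at 4 hours between irradiated and bystander cells. Studied probes with spike-in scaling numbered 49 at 0.5 hours and 23 at 24 hours after irradiation, and 123 at 1 hour, 36 at 2 hours, 67 at 4 hours, 87 at 6 hours and 18 at 24 hours in bystander cells. Metallothionein medians with spike-in scaling were 1.43 at 2 hours after irradiation, 1.42 at 6 hours after irradiation and 1.32 at 6 hours in bystander cells. Patterns with spike-in scaling were 49 late profiles in bystander cells. Reversed with spike-in scaling were, after irradiation, CXCL2 (-0.00326 to 0.48), CXCL5 (-0.10 to 0.38), SAT1 (-0.40 to 0.0845), HDAC2 (-0.24 to 0.25), TP73 (-0.27 to 0.22), MT3 (-0.0765 to 0.41), PRSS35 (-0.47 to 0.0154) and ESF1 (-0.19 to 0.30) at 2 hours, FAS (-0.12 to 0.13), SAT1 (-0.20 to 0.0465), TP73 (-0.18 to 0.0637) and MT3 (-0.23 to 0.33) at 24 hours, HDAC2 (-0.0240 to 0.27) and NFKB1 (-0.29 to 0.0101) at 6 hours, E2F1 (0.0617 to -0.0120) at 4 hours, and in bystander cells, CXCL5 (-0.0577 to 0.35), CDKN1A (-0.0656 to 0.34), FAS (-0.11 to 0.30), TNFRSF10B (-0.0434 to 0.36), TNFRSF10C (-0.0852 to 0.32), MDM2 (-0.16 to 0.25), SAT1 (-0.26 to 0.14), KDM5B (-0.40 to 0.00397), HDAC2 (-0.14 to 0.26), TP73 (-0.16 to 0.24), MT3 (-0.0820 to 0.32), TAAR5 (-0.0133 to 0.39) and PRSS35 (-0.32 to 0.0836) at 2 hours, CDKN1A (-0.14 to 0.14), FAS (-0.16 to 0.13), TNFRSF10B (-0.21 to 0.0809), TNFRSF10C (-0.11 to 0.17), HDAC2 (-0.0195 to 0.27), NFKB1 (-0.18 to 0.11) and MT3 (-0.10 to 0.19) at 24 hours, MDM2 (-0.0544 to 0.32), TP73 (-0.13 to 0.24) and NFKB1 (-0.0463 to 0.33) at 6 hours, KDM5B (-0.18 to 0.0907) and TP73 (-0.25 to 0.0207) at 0.5 hours, HDAC1 (-0.0409 to 0.21) and RELA (-0.0402 to 0.21) at 1 hour, HDAC1 (0.21 to -0.21), E2F1 (0.27 to -0.15), RELA (0.30 to -0.12), MT3 (0.0687 to -0.35) and PRSS35 (0.21 to -0.21) at 4 hours. The mean difference in SD, bystander minus irradiated, reversed with spike-in scaling from -0.019 to 0.037.

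The other readings of FBPA moved these values, where those of the main reading were 2.17 (homogeneity at k = 4 after irradiation), 0.341 (silhouette at k = 4 after irradiation), 122 (probes in the largest cluster at k = 4 after irradiation), 1.68 (homogeneity at k = 8 after irradiation), 0.296 (silhouette at k = 8 after irradiation), 1.49 (homogeneity at k = 11 after irradiation), 0.32 (silhouette at k = 11 after irradiation), 2.26 (homogeneity at k = 3 in bystander cells), 0.308 (silhouette at k = 3 in bystander cells), 1.87 (homogeneity at k = 5 in bystander cells) and 0.311 (silhouette at k = 5 in bystander cells). FBPA with hours in place of the index gave an irradiated homogeneity of 3.07 at k = 4, 2.10 at k = 8 and 1.78 at k = 11, and an irradiated silhouette of 0.557 at k = 4, 0.344 at k = 8 and 0.351 at k = 11, and a bystander homogeneity of 2.94 at k = 3 and 2.40 at k = 5, and a bystander silhouette of 0.511 at k = 3. FBPA with features scaled gave an irradiated silhouette of 0.2005 at k = 4, 0.224 at k = 8 and 0.226 at k = 11, and an irradiated homogeneity of 1.86 at k = 8 and 1.70 at k = 11, and a bystander homogeneity of 2.13 at k = 5, and a bystander silhouette of 0.159 at k = 5. FBPA with hours with features scaled gave an irradiated silhouette of 0.27 at k = 4, 0.232 at k = 8 and 0.212 at k = 11, and an irradiated homogeneity of 1.62 at k = 11, and a bystander silhouette of 0.279 at k = 3 and 0.212 at k = 5. FBPA with no time features gave an irradiated homogeneity of 1.43 at k = 4, 1.11 at k = 8 and 0.99 at k = 11, and an irradiated silhouette of 0.406 at k = 4 and 0.274 at k = 11, and a bystander homogeneity of 1.66 at k = 3 and 1.24 at k = 5, and a bystander silhouette of 0.426 at k = 3 and 0.353 at k = 5. FBPA with 24 hours left out gave an irradiated homogeneity of 1.92 at k = 4, 1.49 at k = 8 and 1.33 at k = 11, and an irradiated silhouette of 0.284 at k = 11, and a bystander homogeneity of 2.07 at k = 3 and 1.66 at k = 5, and a bystander silhouette of 0.375 at k = 3. FBPA with experiment 1 alone gave an irradiated homogeneity of 2.64 at k = 4, 2.17 at k = 8 and 1.89 at k = 11, and an irradiated silhouette of 0.241 at k = 4, 0.232 at k = 8 and 0.263 at k = 11, and a bystander homogeneity of 2.53 at k = 3 and 2.12 at k = 5, and a bystander silhouette of 0.27 at k = 5. FBPA with experiment 2 alone gave an irradiated homogeneity of 2.49 at k = 4, 1.93 at k = 8 and 1.75 at k = 11, and an irradiated silhouette of 0.222 at k = 11, and a bystander homogeneity of 2.80 at k = 3 and 2.30 at k = 5. FBPA with experiment 3 alone gave an irradiated homogeneity of 2.43 at k = 4, 1.83 at k = 8 and 1.64 at k = 11, and an irradiated silhouette of 0.255 at k = 11, and a bystander homogeneity of 2.62 at k = 3 and 2.10 at k = 5. FBPA with experiment 4 alone gave an irradiated homogeneity of 2.42 at k = 4, 1.93 at k = 8 and 1.81 at k = 11, and an irradiated silhouette of 0.213 at k = 11, and a bystander homogeneity of 2.77 at k = 3 and 2.45 at k = 5, and a bystander silhouette of 0.353 at k = 3 and 0.265 at k = 5. FBPA with the mean of the replicates gave an irradiated silhouette of 0.4005 at k = 8 and 0.38 at k = 11, and an irradiated homogeneity of 1.36 at k = 11, and a bystander homogeneity of 2.10 at k = 3 and 1.61 at k = 5, and a bystander silhouette of 0.371 at k = 3 and 0.358 at k = 5. FBPA with the slope of the medians gave a bystander silhouette of 0.375 at k = 3 and 0.356 at k = 5.

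A value of 0 at time 0 in front raised the STEM count after irradiation from 118 to 184. A rise of 2-fold in place of 1.5-fold gave 54 biphasic profiles after irradiation, 67 biphasic profiles in bystander cells and 13 falling profiles in bystander cells.

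With camera at a preset correlation the time points passed after irradiation, in bystander cells and between them were 6, 6 and 2 for NF-kB targets, 6, 5 and 4 for immediate early genes, 4, 6 and 5 for proliferation genes and 6, 6 and 4 for metallothioneins. Fry in place of camera passed, in time points, 1 for NF-kB targets, 0 (fry, 0 at unadjusted p under 0.05) for immediate early genes, 0 (fry, 1 at unadjusted p under 0.05) for proliferation genes and 3 for metallothioneins after irradiation, and 2 for NF-kB targets, 1 for immediate early genes, 0 (fry, 0 at unadjusted p under 0.05) for proliferation genes and 3 for metallothioneins in bystander cells, and 0 (fry, 0 at unadjusted p under 0.05) for NF-kB targets, 0 (fry, 1 at unadjusted p under 0.05) for immediate early genes, 0 (fry, 0 at unadjusted p under 0.05) for proliferation genes and 0 (fry, 0 at unadjusted p under 0.05) for metallothioneins between irradiated and bystander cells. Camera with an estimated correlation passed, in time points, 0 (camera, 3 at unadjusted p under 0.05) for NF-kB targets, 0 (camera, 0 at unadjusted p under 0.05) for immediate early genes and 0 (camera, 0 at unadjusted p under 0.05) for proliferation genes after irradiation, and 1 for NF-kB targets, 0 (camera, 0 at unadjusted p under 0.05) for immediate early genes and 0 (camera, 1 at unadjusted p under 0.05) for proliferation genes in bystander cells, and 0 (camera, 0 at unadjusted p under 0.05) for NF-kB targets, 0 (camera, 0 at unadjusted p under 0.05) for immediate early genes, 0 (camera, 1 at unadjusted p under 0.05) for proliferation genes and 0 (camera, 2 at unadjusted p under 0.05) for metallothioneins between irradiated and bystander cells.

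Probes called after irradiation with each replicate left out ran from 0 (limma, 3439 at unadjusted p under 0.05) without replicate 2 to 2147 without replicate 3 at 0.5 hours, from 0 (limma, 2919 at unadjusted p under 0.05) without replicate 3 to 4709 without replicate 2 at 1 hour, from 264 without replicate 1 to 18230 without replicate 4 at 2 hours, from 68 without replicate 3 to 523 without replicate 2 at 4 hours, from 137 without replicate 1 to 5208 without replicate 2 at 6 hours and from 5 without replicate 3 to 4173 without replicate 1 at 24 hours. Probes called in bystander cells with each replicate left out ran from 0 (limma, 3724 at unadjusted p under 0.05) without replicate 2 to 1353 without replicate 3 at 0.5 hours, from 0 (limma, 5864 at unadjusted p under 0.05) without replicate 2 to 1 without replicate 1 at 1 hour, from 0 (limma, 1616 at unadjusted p under 0.05) without replicate 3 to 20392 without replicate 4 at 2 hours, from 211 without replicate 3 to 6421 without replicate 4 at 4 hours, from 0 (limma, 3201 at unadjusted p under 0.05) without replicate 1 to 153 without replicate 2 at 6 hours and from 2 without replicate 4 to 71 without replicate 2 at 24 hours. Probes called between irradiated and bystander cells with each replicate left out ran from 0 (limma, 380 at unadjusted p under 0.05) without replicate 3 to 12 without replicate 4 at 2 hours and from 0 (limma, 306 at unadjusted p under 0.05) without replicate 3 to 36 without replicate 2 at 4 hours.

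Studied probes called after irradiation with each replicate left out ran from 0 (limma, 184 at unadjusted p under 0.05) without replicate 2 to 107 without replicate 3 at 0.5 hours, from 0 (limma, 76 at unadjusted p under 0.05) without replicate 3 to 130 without replicate 1 at 1 hour, from 28 without replicate 1 to 129 without replicate 4 at 2 hours, from 57 without replicate 3 to 106 without replicate 2 at 4 hours, from 42 without replicate 1 to 113 without replicate 2 at 6 hours and from 0 (limma, 24 at unadjusted p under 0.05) without replicate 4 to 40 without replicate 1 at 24 hours. Studied probes called in bystander cells with each replicate left out ran from 0 (limma, 142 at unadjusted p under 0.05) without replicate 2 to 90 without replicate 3 at 0.5 hours, from 0 (limma, 59 at unadjusted p under 0.05) without replicate 2 to 143 without replicate 4 at 2 hours, from 112 without replicate 3 to 189 without replicate 4 at 4 hours, from 0 (limma, 137 at unadjusted p under 0.05) without replicate 1 to 37 without replicate 4 at 6 hours and from 0 (limma, 31 at unadjusted p under 0.05) without replicate 3 to 15 without replicate 2 at 24 hours.

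The irradiated homogeneity with each replicate left out ran from 2.33 without replicate 2 to 2.51 without replicate 3 at k = 4, from 1.81 without replicate 1 to 2.01 without replicate 3 at k = 8 and from 1.63 without replicate 1 to 1.81 without replicate 3 at k = 11. The irradiated silhouette with each replicate left out ran from 0.266 without replicate 3 to 0.312 without replicate 4 at k = 4, from 0.235 without replicate 2 to 0.309 without replicate 1 at k = 8 and from 0.225 without replicate 2 to 0.315 without replicate 1 at k = 11. The irradiated number of probes in the largest cluster with each replicate left out ran from 80 without replicate 2 to 109 without replicate 4 at k = 4. The bystander homogeneity with each replicate left out ran from 2.33 without replicate 2 to 2.61 without replicate 3 at k = 3 and from 1.96 without replicate 2 to 2.14 without replicate 3 at k = 5. The bystander silhouette with each replicate left out ran from 0.307 without replicate 2 to 0.378 without replicate 1 at k = 3 and from 0.222 without replicate 2 to 0.33 without replicate 1 at k = 5. Late profiles after irradiation ran from 34 without replicate 2 to 91 without replicate 3. Gene list time points ran from 1 without replicate 3 to 3 without replicate 4 for NF-kB targets between irradiated and bystander cells.

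Values that reversed when a replicate was left out are given with the value from all replicates and the lowest and highest value with 1 left out. At 2 hours after irradiation these were IL1B (0.0302, range -0.0708 to 0.23, reversed without replicate 1, 2 and 4), CXCL2 (-0.00326, range -0.29 to 0.24, reversed without replicate 1, 2 and 3), CXCL3 (0.0150, range -0.34 to 0.34, reversed without replicate 4), CXCL5 (-0.10, range -0.25 to 0.0850, reversed without replicate 3), FAS (0.13, range -0.14 to 0.29, reversed without replicate 4), MYBL1 (0.19, range -0.22 to 0.39, reversed without replicate 4), TP73 (-0.27, range -0.70 to 0.0818, reversed without replicate 3), MYC (0.16, range -0.18 to 0.35, reversed without replicate 4), NFKB1 (0.0907, range -0.10 to 0.20, reversed without replicate 4), MT3 (-0.0765, range -0.18 to 0.0396, reversed without replicate 3) and ESF1 (-0.19, range -0.36 to 0.0208, reversed without replicate 3). At 24 hours after irradiation these were IL1B (0.32, range -0.11 to 0.91, reversed without replicate 1), IL6 (0.61, range -0.0550 to 0.89, reversed without replicate 1), CXCL2 (0.53, range -0.0752 to 0.89, reversed without replicate 1), CDKN1A (0.43, range -0.32 to 0.79, reversed without replicate 1), FAS (-0.12, range -0.64 to 0.40, reversed without replicate 2 and 3), TNFRSF10B (0.0416, range -0.47 to 0.29, reversed without replicate 1), MDM2 (0.34, range -0.15 to 0.85, reversed without replicate 1), SAT1 (-0.20, range -0.54 to 0.38, reversed without replicate 2), HDAC2 (-0.31, range -0.68 to 0.29, reversed without replicate 2), TP73 (-0.18, range -0.41 to 0.0303, reversed without replicate 4), MYC (-0.25, range -0.58 to 0.30, reversed without replicate 2), REL (0.12, range -0.27 to 0.95, reversed without replicate 1, 3 and 4) and MT3 (-0.23, range -0.71 to 0.0311, reversed without replicate 1). At 2 hours in bystander cells these were IL1B (0.13, range -0.0451 to 0.38, reversed without replicate 4), CXCL3 (0.33, range -0.00167 to 0.66, reversed without replicate 4), CXCL5 (-0.0577, range -0.35 to 0.19, reversed without replicate 2 and 3), CDKN1A (-0.0656, range -0.32 to 0.13, reversed without replicate 3), GADD45A (0.0494, range -0.54 to 0.28, reversed without replicate 4), FAS (-0.11, range -0.57 to 0.0798, reversed without replicate 1, 2 and 3), TNFRSF10B (-0.0434, range -0.19 to 0.0652, reversed without replicate 3), TNFRSF10C (-0.0852, range -0.24 to 0.0225, reversed without replicate 3), MYBL1 (0.24, range -0.34 to 0.51, reversed without replicate 4), HDAC2 (-0.14, range -0.53 to 0.0185, reversed without replicate 3), TP73 (-0.16, range -0.43 to 0.25, reversed without replicate 3), E2F1 (0.0821, range -0.36 to 0.45, reversed without replicate 4), MYC (0.26, range -0.34 to 0.50, reversed without replicate 4), REL (0.55, range -0.11 to 1.02, reversed without replicate 4), NFKB1 (0.19, range -0.25 to 0.42, reversed without replicate 4), MT3 (-0.0820, range -0.26 to 0.22, reversed without replicate 3), GDNF (0.0761, range -0.38 to 0.30, reversed without replicate 4), TAAR5 (-0.0133, range -0.0596 to 0.0713, reversed without replicate 3) and ESF1 (0.16, range -0.40 to 0.68, reversed without replicate 4). At 1 hour after irradiation these were CXCL5 (0.23, range -0.11 to 0.50, reversed without replicate 4), TNFRSF10C (0.0541, range -0.0753 to 0.18, reversed without replicate 2 and 3), KDM5B (0.0409, range -0.0601 to 0.10, reversed without replicate 3), HDAC1 (0.0191, range -0.0278 to 0.0929, reversed without replicate 1), NFKB1 (0.22, range -0.0801 to 0.40, reversed without replicate 4) and SLCO4A1 (0.15, range -0.0189 to 0.33, reversed without replicate 4). At 1 hour in bystander cells these were CXCL5 (0.36, range -0.000103 to 0.57, reversed without replicate 4), KDM5B (0.0619, range -0.00599 to 0.11, reversed without replicate 4), HDAC1 (-0.0409, range -0.0832 to 0.0434, reversed without replicate 3), TP73 (0.0835, range -0.50 to 0.37, reversed without replicate 1), E2F1 (0.0804, range -0.30 to 0.51, reversed without replicate 4), RELA (-0.0402, range -0.16 to 0.0774, reversed without replicate 2 and 3), NFKB1 (0.18, range -0.19 to 0.35, reversed without replicate 4), MT3 (0.0182, range -0.23 to 0.30, reversed without replicate 1 and 4), C21orf121 (-0.42, range -0.76 to 0.0166, reversed without replicate 3), CLDN1 (0.47, range -0.33 to 0.78, reversed without replicate 4) and SLCO4A1 (-0.29, range -0.58 to 0.17, reversed without replicate 3). At 6 hours in bystander cells these were CDKN1A (0.12, range -0.26 to 0.70, reversed without replicate 2 and 3), TNFRSF10B (0.0488, range -0.13 to 0.32, reversed without replicate 2 and 3), MDM2 (-0.0544, range -0.16 to 0.16, reversed without replicate 4), SAT1 (0.22, range -0.14 to 0.51, reversed without replicate 3), HDAC2 (0.00632, range -0.17 to 0.23, reversed without replicate 3 and 4), TP73 (-0.13, range -0.55 to 0.10, reversed without replicate 2 and 4), NFKB1 (-0.0463, range -0.17 to 0.12, reversed without replicate 1 and 4) and MT3 (-0.49, range -1.10 to 0.34, reversed without replicate 4). At 0.5 hours after irradiation these were FAS (0.36, range -0.11 to 0.69, reversed without replicate 3), TNFRSF10C (0.17, range -0.0704 to 0.42, reversed without replicate 3), KDM5B (-0.15, range -0.31 to 0.0745, reversed without replicate 2), HDAC2 (0.27, range -0.0501 to 0.56, reversed without replicate 3), TP73 (0.10, range -0.25 to 0.78, reversed without replicate 1 and 3), MYC (0.33, range -0.19 to 0.77, reversed without replicate 3), RELA (-0.42, range -0.76 to 0.00509, reversed without replicate 2) and ESF1 (0.55, range -0.0143 to 1.06, reversed without replicate 3). At 0.5 hours in bystander cells these were FAS (0.24, range -0.11 to 0.40, reversed without replicate 3), HDAC2 (0.12, range -0.15 to 0.25, reversed without replicate 3), TP73 (-0.25, range -0.66 to 0.18, reversed without replicate 2), MYC (0.24, range -0.24 to 0.54, reversed without replicate 3), CLDN1 (0.36, range -0.60 to 1.03, reversed without replicate 3) and SLCO4A1 (-0.31, range -0.47 to 0.11, reversed without replicate 4). At 24 hours in bystander cells these were FAS (-0.16, range -0.27 to 0.0243, reversed without replicate 2), TNFRSF10B (-0.21, range -0.40 to 0.00516, reversed without replicate 4), TNFRSF10C (-0.11, range -0.29 to 0.0156, reversed without replicate 3), MDM2 (0.13, range -0.0324 to 0.40, reversed without replicate 1), SAT1 (0.12, range -0.12 to 0.48, reversed without replicate 3), HDAC2 (-0.0195, range -0.25 to 0.35, reversed without replicate 2), E2F1 (-0.49, range -1.12 to 0.12, reversed without replicate 3), MYC (0.11, range -0.22 to 0.53, reversed without replicate 3 and 4), REL (0.21, range -0.0887 to 0.67, reversed without replicate 3), NFKB1 (-0.18, range -0.59 to 0.15, reversed without replicate 2), MT3 (-0.10, range -0.58 to 0.43, reversed without replicate 1 and 4) and TAAR5 (-0.86, range -1.70 to 0.0919, reversed without replicate 1). At 6 hours after irradiation these were SAT1 (0.0337, range -0.31 to 0.31, reversed without replicate 3), HDAC2 (-0.0240, range -0.13 to 0.11, reversed without replicate 1) and MYC (0.14, range -0.00281 to 0.45, reversed without replicate 4). At 4 hours in bystander cells these were TP73 (0.60, range -0.0668 to 1.02, reversed without replicate 3), MT3 (0.0687, range -0.26 to 0.60, reversed without replicate 1 and 3), AP2B1 (-0.36, range -0.77 to 0.23, reversed without replicate 4), USP21 (-0.15, range -0.45 to 0.0911, reversed without replicate 2 and 4), SLCO4A1 (-0.12, range -0.47 to 0.17, reversed without replicate 3 and 4) and C7 (-0.99, range -1.71 to 0.11, reversed without replicate 4). At 4 hours after irradiation these were E2F1 (0.0617, range -0.28 to 0.68, reversed without replicate 1, 2 and 4) and PRSS35 (-0.13, range -0.31 to 0.0448, reversed without replicate 3). The mean difference in SD ran from -0.104 without replicate 4 to 0.0548 without replicate 2.

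For single genes, over all alternatives, 8538 values kept their direction and side of the threshold, 1329 kept the direction and lost the threshold, 418 kept the direction and gained it, and 328 reversed, of which 321 passed the threshold in neither setting. The others were GADD45A, MYBL1, E2F1, MYC, NFKB1 and GDNF in bystander cells at 2 hours, which passed without replicate 4, and RGMA in bystander cells at 0.5 hours, which passed unscaled and not with normexp background correction. The median of the 4 paired ratios, which has no test, had the other sign in 34 cases, none of them called, and for TAAR5 at 0.5 hours after irradiation it moved from -1.62 to -0.94. Counts of probes stayed within 1.5 times in 111 cases and left it in 144, and those of studied probes in 117 and 87. FBPA values moved by less than their spread in 135 cases and by more in 117, metallothionein medians in 123 and 9. Pattern counts kept within 1.5 times in 57 cases and left it in 9, STEM counts in 26 and 2, and gene lists in 118 and 26. All 40 comparisons with qRT-PCR stayed in range, with correlations from 0.543 to 0.851 and 136 to 170 of 186 pairs higher by qRT-PCR. The filter kept 24294 to 29345 probes over its alternatives. Every alternative planned for a result was run.

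Signal over background limits these results to probes that stood above background. With no probe filter, which adds dim probes, limma called 107 bystander probes at 24 hours against 15, and what holds for dim probes was not tested further.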

Differences from the paper's values

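No tests are reported in this part. A value is called within the paper's when the larger is at most 1.5 times the smaller or the gap is at most the spread between replicates, and for log2 ratios when the signs match and the gap is at most that spread. Of the alternatives chosen only after the result was seen, spike-in scaling (81 bystander probes at 4 hours) and the slide as a fixed block in place of the replicate block (46) did not bring that number within the paper's, and they were not compared with the other values. The alternatives set before the data were examined were, for all values here, 75th percentile scaling, quantile normalization, normexp background correction, the authors' table, dim spots set to missing, and each of the replicates left out in turn. To these come, for the number of probes, no probe filter, no replicate block, the slide as a random block in place of the replicate block, all 72 arrays in 1 fit, eBayes without a trend and a threshold of 0.05. For STEM they also include c = 2, m = 25, m = 100, m = 200 and a value of 0 at time 0 in front. For FBPA they also include hours in place of the index, features scaled, hours with features scaled, the time features left out, the slope of the medians, the mean of the replicates and 24 hours left out, with homogeneity to the medoid where no STEM cluster is involved, and single experiments for averages over a clustering and for cluster sizes. Each sentence names those that brought a value within the paper's, and the others of its list did not. Hours in place of the index had been tried on the medians of the paper's supplement before it was put in the list.

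In bystander cells at 4 hours the paper gives 135 probes past its limit and 3727 passed here, and with 75th percentile scaling (150) and quantile normalization (126) it came within the paper's, but not with the others. The paper takes its number from an earlier study of that time point, made before the filter over all time points. Processing and test may therefore differ from those used here. The paper's largest STEM profile after irradiation holds 37 probes and that of the re-written assignment 58, and with 75th percentile scaling (32), quantile normalization (36), c = 2 (40) and m = 100 (36), and without replicate 2 (42), without replicate 3 (38) and without replicate 4 (35) the value was within the paper's, but not with the others.

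For FBPA after irradiation at k = 4 the paper's average silhouette is 0.558, against 0.341 here, and with hours in place of the index (0.557) and the time features left out (0.406) it came within the paper's, but not with the others. For bystander FBPA at k = 3 the paper's average silhouette is 0.489, against 0.308 here, and with hours in place of the index (0.511), the time features left out (0.426), the slope of the medians (0.375), the mean of the replicates (0.371), 24 hours left out (0.375) and experiment 4 alone (0.353), and without replicate 1 (0.378) the value was within the paper's, but not with the others. The smallest irradiated cluster at k = 4 holds 6 probes in the paper and 36 here, and with hours in place of the index (6) it came within the paper's, but not with the others. At k = 5 the smallest bystander cluster holds 3 probes in the paper and 22 here, and no alternative of its list came within the paper's.

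Of STEM Cluster 3 after irradiation, the paper places 41.9% in its FBPA Cluster 2, and 22.6% was placed in the matching cluster here, and with hours in place of the index (41.9) and without replicate 1 (45.2) and without replicate 4 (29) it came within the paper's, but not with the others. Of STEM Cluster 5 after irradiation, the paper places 29.1% in FBPA Cluster 1, and 0% was found there here, and with hours in place of the index (29.2) the value was within the paper's, but not with the others. For the same cluster, the paper places 70.9% in FBPA Cluster 2, against 0% here, and with 75th percentile scaling (95.8), quantile normalization (100), hours in place of the index (70.8), features scaled (100), the time features left out (91.7) and 24 hours left out (100), and without replicate 2 (95.8) and without replicate 3 (95.8) it came within the paper's, but not with the others. Values from 91.7 to 100 place nearly all members in 1 cluster, which is not the split that the paper reports. Only hours in place of the index gave both parts of that split. Of bystander STEM Cluster 1, the paper places 71.9% in FBPA Cluster 2, against 43.6% here, and with normexp background correction (53.8), the authors' table (51.3), hours with features scaled (69.2), the slope of the medians (64.1) and the mean of the replicates (53.8), and without replicate 1 (61.5), without replicate 2 (56.4), without replicate 3 (53.8) and without replicate 4 (53.8) the value was within the paper's, but not with the others. Of bystander STEM Cluster 4, the paper places 48.4% in FBPA Cluster 2, against 31.25% here, and with 75th percentile scaling (37.5), normexp background correction (40.6), dim spots set to missing (34.4), hours with features scaled (43.8), the time features left out (46.9), the slope of the medians (50) and the mean of the replicates (37.5), and without replicate 1 (50), without replicate 2 (40.6), without replicate 3 (50) and without replicate 4 (40.6) it came within the paper's, but not with the others.

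The silhouette of irradiated Cluster 1 is 0.505 in the paper and 0.307 here, and with normexp background correction (0.37), the authors' table (0.35), hours in place of the index (0.498) and the time features left out (0.432) the value was within the paper's, but not with the others. Homogeneity of irradiated Cluster 2 is 3.934 in the paper and 1.79 here, and with hours in place of the index (3.92) it came within the paper's, but not with the others. Irradiated Cluster 2 has a silhouette of 0.763 in the paper and 0.371 here, and with hours in place of the index (0.756) and the time features left out (0.518) the value was within the paper's, but not with the others. Irradiated Cluster 4 has a silhouette of 0.809 in the paper, and the re-derived cluster left to pair with it, which shares only 1 of its 6 probes, has 0.399 here, so it is hardly the same cluster, and with hours in place of the index (0.801) it came within the paper's, but not with the others. Homogeneity of bystander Cluster 3 is 3.953 in the paper and 1.99 here, and with hours in place of the index (3.77) and without replicate 2 (2.89) the value was within the paper's, but not with the others. Bystander Cluster 3 has a silhouette of 0.743 in the paper and 0.373 here, and with hours in place of the index (0.767) it came within the paper's, but not with the others. Bystander Cluster 5 has a silhouette of 0.857 in the paper, and the re-derived cluster left to pair with it has 0.213 here, and no alternative of its list came within the paper's. That re-derived cluster of 30 probes shares 0 of the 3 probes of the paper's Cluster 5, so its value is not one for the same cluster.

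In the paper's supplement, these median log2 ratios differ from those here under every alternative of their list: S100P at 0.5 hours after irradiation (paper 3.48, here 1.54), ANXA10 at 1 hour after irradiation (paper 3.43, here 1.68), ANXA10 at 2 hours after irradiation (paper 3.15, here 1.19), NEFM at 2 hours after irradiation (paper 3.40, here 1.08), S100P at 0.5 hours in bystander cells (paper 3.74, here 1.79), ANXA10 at 1 hour in bystander cells (paper 3.90, here 1.66), NEFM at 2 hours in bystander cells (paper 3.12, here 0.80), ELA2 at 6 hours in bystander cells (paper -3.46, here -1.07), SRrp35 at 24 hours in bystander cells (paper 3.05, here 1.31).

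For GJB2 at 1 hour after irradiation the paper's median is 0.0558 and that here -0.00156, which came within the paper's with quantile normalization (0.17) and normexp background correction (0.0169), and without replicate 1 (0.77) and without replicate 2 (0.77), but not with the others. For DDIT4L at 2 hours after irradiation the paper's median is 1.34 and that here 0.70, which came within the paper's with 75th percentile scaling (1.10), quantile normalization (1.15), the authors' table (0.90) and dim spots set to missing (0.90), and without replicate 1 (0.90) and without replicate 3 (0.90), but not with the others. For CLDN1 at 6 hours after irradiation the paper's median is 4.56 and that here 2.64, which came within the paper's with 75th percentile scaling (3.25) and quantile normalization (3.18), and without replicate 3 (3.46) and without replicate 4 (3.46), but not with the others. For GJB2 at 24 hours after irradiation the paper's median is -0.35 and that here 0.15, which came within the paper's with the authors' table (-0.0372) and dim spots set to missing (-0.0372), and without replicate 1 (-0.0372) and without replicate 4 (-0.0372), but not with the others. For ANXA10 at 2 hours in bystander cells the paper's median is 2.94 and that here 1.18, which came within the paper's without replicate 2 (1.97) and without replicate 3 (1.97), but not with the others. For MDM2-1 at 2 hours in bystander cells the paper's median is 0.40 and that here -0.35, which came within the paper's with 75th percentile scaling (0.0529) and normexp background correction (0.10), but not with the others. For CLDN1 at 6 hours in bystander cells the paper's median is 4.22 and that here 2.39, which came within the paper's with 75th percentile scaling (2.93) and quantile normalization (2.87), and without replicate 3 (3.40) and without replicate 4 (3.40), but not with the others. For GJB2 at 6 hours in bystander cells the paper's median is -0.0899 and that here 0.15, which came within the paper's without replicate 3 (-0.41) and without replicate 4 (-0.41), but not with the others.

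The paper states that genes whose expression fell did not form an FBPA cluster of their own after irradiation, and here 36 of the 40 probes of the falling pattern were in 1 re-derived cluster of 38 probes. With hours in place of the index, STEM Cluster 5, whose members all followed that pattern, was parted as 29.2% and 70.8% over FBPA Clusters 1 and 2. The paper also states that variation was larger in bystander than in irradiated cells, and here the bystander SD was the larger at 3 of 6 time points, and at 6 of 6 with 75th percentile scaling.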

Other observations

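In this part the tests of qRT-PCR against brightness, of the biphasic pattern, of variation after scaling and of the metallothionein likeness were chosen only after the result was seen, and the reading of the test of array numbering was settled after its values were seen.

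The excess of qRT-PCR over the arrays was larger at time points where all probes on the arrays were lower. Over the 6 time points the median excess correlated with the median log2 ratio of all probes with r = -0.895 after irradiation (exact permutation p = 0.019, Spearman's rho -0.943) and r = -0.820 in bystander cells (exact permutation p = 0.071, Spearman's rho -0.771). The value after irradiation is in line with array brightness entering the unscaled ratios, and that in bystander cells leaves this open with 6 time points. No biological explanation was tested, since qRT-PCR and arrays measured the same samples.

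Of the 107 probes that were biphasic after irradiation 95 stayed biphasic with 75th percentile scaling, and 99 of 106 in bystander cells. Scaling to added transcripts kept 82 and 91. Array brightness as the cause of this pattern is argued against by these counts, and a response in 2 waves remains a hypothesis found and tested on the same arrays.

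Variation between experiments in the studied probes became larger in bystander than in irradiated cells at 6 of 6 time points after 75th percentile scaling, by 0.041 on average (exact sign-flip p = 0.031, the smallest possible). The mean difference was 0.036 with quantile normalization and 0.037 with spike-in scaling, and neither passed (exact sign-flip p over a range of 0.031 to 0.938 for all alternatives). Over all probes the scaled bystander SD was larger at 4 of 6 time points, by 0.0042 on average (exact sign-flip p = 0.8125). The difference was found in the scaled values, so scaling cannot test array brightness as its source, and that stays open. A less direct signal in bystander cells stays open too and was not tested.

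The likeness of the metallothionein response in the 2 treatments was set against unchanged groups that share controls. At 0.5, 2 and 4 hours at most 3 of 1000 draws reached the observed correlation, which argues against shared controls as the whole cause. The counts at 24 and 6 hours, 17 and 30, lie close together and decide less. At 1 hour 292 of 1000 draws reached it, and the likeness cannot be told apart from the effect of shared controls. The draws hold no response in either group, so a low count does not measure how alike 2 real responses were. The median correlation of unchanged groups was 0.597. Over all 237 studied probes 0, 5, 57, 28, 0 and 0 of 1000 draws at the 6 times reached the observed values.

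In the authors' table the values of experiments 3 and 4 at 0.5 hours stand exchanged against the numbers of the scanner outputs, for all 3 groups. Arrays of the same number deviate alike across time points, with mean correlations of 0.488, 0.426 and 0.473 for control, irradiated and bystander arrays at the later times. With the numbers of the scanner outputs the 0.5-hour arrays gave 0.104, -0.378 and -0.473, and with 3 and 4 exchanged 0.528, 0.548 and 0.665, a mean difference of 0.83. The scanner outputs are likely to be the ones numbered the other way round. The pairs within 0.5 hours are the same either way, so no contrast or median within 0.5 hours changes. The slopes from 0.5 to 1 hour are taken within each experiment, so FBPA and the values with experiment 3 or 4 left out do depend on the numbering. With the authors' table the irradiated homogeneity at k = 4 was 2.06, against 2.17 here.

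The mRNA of the histone modifiers that the paper measured as protein did not pass the threshold at 1 hour, when limma called 0 of 25246 probes in either treatment (6713 and 4232 at unadjusted p under 0.05), so this says little about these genes. KDM5B stood at 0.04 ± 0.22 after irradiation (limma adjusted p = 0.873) and 0.06 in bystander cells, HDAC1 at 0.02 ± 0.16 (limma adjusted p = 0.94) and -0.04, and HDAC2 at 0.58 ± 0.45 (limma adjusted p = 0.107) and 0.36. Among the regulators the paper names, NFKB1 rose by 1.43 ± 0.61 (limma adjusted p = 0.00911) and MYC by 1.12 ± 0.19 (limma adjusted p = 0.0297) in bystander cells at 4 hours, and the call of MYC did not hold with 75th percentile scaling, at 0.65, and another MYC probe stood at -0.05. REL rose by 0.94 ± 1.38 in bystander cells at 4 hours (limma adjusted p = 0.0993), and did not pass with scaling, at 0.47. RELA fell by -0.92 at 6 hours after irradiation (limma adjusted p = 0.0378).

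Of the metallothioneins outside the studied list, MT1F rose by 3.22 ± 1.78 (limma adjusted p = 0.000904) and MT1M by 2.85 ± 1.25 (limma adjusted p = 0.001) at 0.5 hours after irradiation, and MT3 did not pass at that time, at -0.85 ± 1.22. At 4 hours after irradiation MT1F and MT1M passed unscaled, at 2.39 ± 2.82 and 2.21 ± 2.09, and neither passed with 75th percentile scaling.

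Among the probes that changed most were 2 of SERPINB2. After irradiation probe A_23_P153185 rose by 4.19 ± 1.49 at 0.5 hours. Probe A_24_P245379 rose by 3.96 ± 1.13 at 0.5 hours and by 4.55 ± 2.35 at 6 hours. MMP3 rose by 3.47 ± 1.58 at 6 hours after irradiation and by 3.15 ± 2.09 in bystander cells. CLDN1 rose by 2.14 ± 2.17 at 24 hours after irradiation and by 1.88 ± 1.06 in bystander cells. GDNF rose by 1.85 ± 0.60 at 2 hours after irradiation. ESF1 rose by 2.74 ± 3.56 at 24 hours in bystander cells. RGMA fell by -2.35 ± 1.33 at 4 hours after irradiation and by -1.43 ± 1.31 in bystander cells, EPHB3 by -1.41 ± 1.34 in bystander cells at 4 hours, and C10orf10 by -2.25 ± 1.72 at 2 hours after irradiation. After 75th percentile scaling ESF1 (limma adjusted p = 0.435), CLDN1 in bystander cells (limma adjusted p = 0.287) and C10orf10 (limma adjusted p = 0.119) no longer passed.

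Gene lists written from general knowledge were tested over 90 combinations of list, contrast and time point with limma's camera. The NF-kB targets (30 of 33 genes, 38 probes, of which 23 are studied) passed at 6 time points after irradiation, 6 in bystander cells and 2 in irradiated against bystander cells, immediate early genes (24 of 26 genes, 37 probes) at 6, 5 and 4, proliferation genes (36 of 36 genes, 39 probes) at 4, 6 and 5, and metallothioneins (17 probes, 13 studied) at 6, 6 and 4. Against control the lists stood higher than the other probes at these times, apart from proliferation genes at 24 hours after irradiation and at 0.5 hours in bystander cells, which stood lower. In irradiated against bystander cells, again relative to the other probes, the NF-kB targets stood lower at 4 hours and higher at 6 hours. Proliferation genes stood higher at 0.5 and 1 hour and lower at 4, 6 and 24 hours, and the other 2 lists higher each time. Higher than the other probes did not always mean higher in irradiated cells. At 6 hours the NF-kB targets had a median log2 difference of -0.09, beside -0.14 for all probes, with 11 of 38 probes higher. At 4 hours metallothioneins had -0.38, beside -0.48, with 0 of 17 higher. Their medians lay above 0 at 2, 6 and 24 hours, and that of immediate early genes only at 0.5 hours. Camera at a preset correlation is liberal where the probes of a list move together. With fry in its place proliferation genes and, after irradiation, immediate early genes passed at 0 time points.

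As many time points were reached, of the 8 ways to part the pairs, by 3 ways for NF-kB targets after irradiation, by 3 for immediate early genes, by 5 for proliferation genes and by 4 for metallothioneins. In bystander cells the numbers were 3, 6, 6 and 4, and in irradiated against bystander cells 7, 1, 4 and 5. Chance cannot be excluded with 8 ways.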
